# STK11 is required for the normal program of ciliated cell differentiation in airways

**DOI:** 10.1038/s41421-019-0104-z

**Published:** 2019-07-16

**Authors:** Qiqi Chu, Changfu Yao, Xiangbing Qi, Barry Raymond Stripp, Nan Tang

**Keywords:** Stem-cell differentiation, Stem-cell differentiation

## Abstract

The functional properties of mucosal surfaces are dependent on establishing the correct proportions of specialized epithelial cell types. Multiciliated cells (also known as ciliated cells) are evolutionarily conserved and functionally indispensable epithelial cells, as suggested by the link between ciliated cell dysfunction and chronic human disease. Ciliated cell differentiation is an ordered process that involves initial cell fate determination and multiciliogenesis. STK11, a serine/threonine kinase, has been reported to be downregulated in human diseases associated with ciliopathies and functions as a tumor suppressor. Here, we show that STK11 is a physiological factor for the normal program of ciliated cell differentiation by phosphorylating MARK3, which directly suppresses ERK1/2 mediated pRB inactivation. Loss of *Stk11* in airway progenitors impairs the differentiation of ciliated cells in both embryonic and adult airways. Our study establishes that STK11/MARK3/ERK1/2 signaling cascade is a key regulator to integrate ciliated cell fate commitment and the subsequent process of multiciliogenesis.

## Introduction

The airway epithelium serves critical functions to protect the lung from environmental insults. Two major types of epithelial cells in the airway epithelium, secretory and multiciliated cells (also known as ciliated cells), provide airway secretions and ensure removal of invading pathogens and inhaled particles^1^. It is known that the balance between secretory and ciliated cells is fundamental for normal airway function. Impaired differentiation or abnormal functions of secretory and/or ciliated cells lead to many respiratory diseases, including airway infections, cystic fibrosis lung disease, and chronic obstruction pulmonary disease^1^. Therefore, the differentiation of secretory and ciliated cells needs to be tightly regulated during development, homeostasis, and regeneration.

Ciliated cells are derived from multipotent endodermal progenitor cells of the embryonic lung and either secretory or basal progenitors of the postnatal airway^2^. Seminal work has demonstrated that Notch signaling, an evolutionarily conserved cell fate determinant, plays a key role in controlling the balance between secretory versus ciliated cell fates in both embryonic and adult lungs^3–10^. Activation of Notch signaling results in more secretory cells^4,6,8,10^, while inhibition results in an increased number of ciliated cells and a decreased number of secretory cells^3,4,6,9,11^. It is known that in response to cell growth and cytokine signaling, Notch also works with a significantly more complex regulatory network, including p53 and STAT3 signaling, to control epithelial cell differentiation^11,12^. In addition to the function of these signaling networks in ciliated cell fate specification, multiple genes, such as Multicillin and E2F4, have been shown to regulate a subsequent multiciliogenesis process by inducing expression of centriole biogenesis genes and promoting centriole assembly^13–15^. However, the mechanisms that integrate these factors to coordinate the step-by-step process of ciliated cell differentiation remain largely unknown.

Here, using single-cell RNA-sequencing (scRNA-seq) analysis to characterize ciliated cell differentiation in adult airways, we found that the tumor suppressor gene *Stk11* is simultaneously induced at the time of ciliated cell fate determination. STK11, a serine/threonine kinase, has been reported to be downregulated in human diseases associated with ciliopathies, including Bardet–Biedl syndrome^16^, Polycystic kidney disease^17^, and Nephronophthisis^18^. We found here that *Stk11* was highly enriched in ciliated cells in both embryonic and adult lungs, and deleting *Stk11* specifically from epithelial progenitor cells impairs ciliated cell differentiation in both embryonic and adult lungs. We have demonstrated that a STK11/MARK3/ERK1/2 signaling cascade acts to enforce ciliated cell lineage commitment and multiciliogenesis in embryonic and adult airways.

## Results

### The expression of *Stk11* is associated with the differentiation of ciliated cells in the airway epithelium

To characterize the differentiation program of ciliated cells, we isolated EpCAM^+^CD45^−^CD31^−^ intropulmonary epithelial cells from the adult mouse lungs and performed scRNA-seq analysis. 

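Epithelial cells sorted from adult lungs were sequenced as 2 libraries, 1 per batch, on the 10x Genomics Chromium system, which gives each cell a barcode and each captured transcript a unique molecular identifier (UMI), so that every molecule is counted once. Each library pooled 2 male and 2 female mice. The cells carry no mark of the mouse they came from, so the library, not the cell or the mouse, was the replicate (n = 2). According to the methods, the authors aligned reads to the mm10 mouse genome and counted UMIs with CellRanger. They deposited the UMI counts of 15435 genes and a table of normalized values, which equals the natural log of 1 plus the UMIs of a gene per 10000 UMIs of its cell in all 12637407 values above 0, to within 1e-09. Library 1 held 3446 cell barcodes with 39825793 UMIs, and library 2 held 2447 barcodes with 22342404 UMIs. The median depth was 7908.5 UMIs and 2099 genes per cell in library 1, and 6690 UMIs and 1789 genes in library 2. A single gene, Scgb1a1, took 27.7% of all UMIs in library 1 and 20.1% in library 2, and its UMIs were found in all 5893 cells, alveolar cells included.

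The cells were clustered again from the deposited counts, since no table of the authors' cluster assignments was used here. Each gene was scaled within its library, the 2000 most variable genes were reduced to 20 principal components, and Leiden clusters were formed at a resolution of 0.5. Stk11, Foxj1 and Scgb1a1 were left out of the genes used, so that the clusters do not follow from the genes they are compared on. For tests, the raw counts were summed per library and cluster and compared with edgeR's quasi-likelihood test after TMM normalization. TMM matters here because secreted proteins fill the libraries of club cells: the 20 most abundant genes took 66.9% of the UMIs of distal club cells in library 1 and 13.1% of those of ciliated cells. Confidence intervals on shares of cells are exact (Clopper-Pearson, 95%) and those on UMI counts are Poisson, and both cover counting error only.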

In total, 5842 epithelial cells were used for integrating scRNA-seq analysis. 

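The deposited table held 5893 barcodes, beside the 5842 cells the paper reports. The filter between these numbers is not given in the sources used here. A minimum of 200 genes removed 0 cells, and mitochondrial transcripts made up at most 28.5% of the UMIs of a cell. A stricter filter of at least 1000 genes and at most 10% mitochondrial UMIs left 5751 cells. Scrublet, which scores each cell by its likeness to simulated pairs of cells, called 2 doublets in library 1 and 1 in library 2. Cells with transcripts of both sexes, which a droplet with a male and a female cell would hold, were counted separately. No doublets were removed in the main setting.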

Six cell clusters were identified by the expression of known marker genes, including alveolar type II cells; alveolar type I cells; proximal club cells (Prox-Club)^19^; distal club cells (Dis-Club)^19^; cells that express both *Scgb1a1* and *Foxj1* (Club/Ciliated); and ciliated cells (Ciliated) (Supplementary Fig. S1a).

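Clustering of the 5893 cells gave 8 clusters, named by the level of marker genes. The alveolar type II (AT2) markers were on in 4 of them, which held 4085 cells, 2179 in library 1 and 1906 in library 2. The name rests on the level of these markers, at 0.779 to 1 of that of the highest cluster, as 1 of the clusters had an AT2 marker among its top 10 genes by fold over all other cells and the remaining 3 had 0. Among these top genes were Mgp and Gdf15 in one, and Saa3, Lcn2 and Cxcl5 in another. The other clusters carried club or ciliated markers, and their 1808 cells were clustered a second time into 7 clusters, which separated proximal club, distal club, Club/Ciliated and ciliated cells. Of these, 97 cells in clusters with club or ciliated markers also carried AT2 markers above the limit used and were kept apart. Of these, 15.5% in library 1 (8.00 to 26.0%) and 23.1% in library 2 (8.97 to 43.6%) held both Xist and Y-linked UMIs, against 1.24% and 0.892% of AT2 and 1.85% and 1.79% of Dis-Club cells. At least 2 UMIs of each kind were found in 4 of the cells kept apart and 2 AT2 cells in library 1, and in 1 and 3 such cells in library 2, so Scrublet did not call every cell with transcripts of both sexes. Whether each of these is a doublet or holds free RNA was not tested. Scgb3a1, Reg3g and Bpifa1 were among the top 10 genes of Prox-Club, Foxj1 and Dnah5 among those of Club/Ciliated, which held no club marker and were led by Arhgdig and Thbs1, and Ccdc153 and Tmem212 among those of Ciliated. Dis-Club joined a cluster of 544 cells, with Cldn10 and Cyp2f2 but 0 Dis-Club markers among its top 10, and one of 221 cells with 3, and both were named distal from a low level of the Prox-Club markers. No cluster was named alveolar type I, a name the rule used could not give, and 7 of the 5893 cells had UMIs of at least 10 of the 14 alveolar type I markers. This rule was set after the data were seen, and a looser one tried first, UMIs of at least 4 of 9 markers, was met by 330 cells. Club/Ciliated was named from a median level of its ciliated markers of 0.173 of that of the highest cluster, close to the limit of 0.15, whereas no club cluster exceeded 0.00647. The cluster names were rebuilt here from markers and can differ from the authors' own.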

To better characterize the differentiation program of ciliated cells, we extracted 1767 cells in Prox-Club, Dis-Club, Club/Ciliated, and Cililated clusters and performed further analyses (Fig. 1a). 

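The 4 airway classes held 1704 cells in the deposited data, 1189 in library 1 and 515 in library 2, beside the 1767 cells the paper reports. Dis-Club was the largest with 541 and 224 cells in the respective libraries, followed by Ciliated with 347 and 131, Club/Ciliated with 161 and 83, and Prox-Club with 140 and 77. Depth differed between the classes. The median was 23032.5 UMIs per cell in Prox-Club, 20377 in Dis-Club, 27080 in Club/Ciliated and 6432 in Ciliated in library 1, and 23939, 16668.5, 23698 and 7028 UMIs in library 2. Scgb1a1 alone made up 60.8% of the UMIs of Dis-Club, 46.1% of Prox-Club, 45.7% of Club/Ciliated and 5.19% of Ciliated in library 1. A gene's share of the UMIs of club cells is therefore lowered by Scgb1a1 far more than its share of those of ciliated cells.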

Interestingly, we found that *Stk11*, which was well known for its function as a tumor suppressor frequently mutated in nonsmall cell lung cancer, was abundantly expressed in cells within the Club/Ciliated and Ciliated cell clusters^20^ (Fig. 1a, Supplementary Fig. S1b). 

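Stk11 (ENSMUSG00000003068.16) lies on the plus strand of chromosome 10 of GRCm38, the genome also called mm10, from 80115803 to 80130682. Its last 232 bases overlap Cbarp, a gene on the opposite strand, and the methods name default settings of CellRanger but not whether counting used the strand, so some UMIs could have been assigned between them. Cbarp had 18 UMIs in Prox-Club, 47 in Dis-Club, 123 in Club/Ciliated and 324 in Ciliated, so an exchange would bear on the classes unequally, which was not tested. Over both libraries, 485 Stk11 UMIs were counted in Dis-Club, 147 in Prox-Club, 331 in Club/Ciliated and 582 in Ciliated. As CPM, a gene's UMIs relative to all UMIs of the class, these were 32.3 (95% interval 29.5 to 35.3), 29.0 (24.5 to 34.0), 50.8 (45.5 to 56.6) and 151 (139 to 163). Per cell, they were 0.634, 0.677, 1.36 and 1.22 UMIs, at median depths of 19935, 23151, 25945 and 6658.5 UMIs per cell.

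After TMM normalization, Stk11 was at 51.5 ± 2.07 CPM in Dis-Club, 40.4 ± 8.60 in Prox-Club, 48.8 ± 3.94 in Club/Ciliated and 76.1 ± 6.52 in Ciliated (SD, n = 2 libraries). Ciliated was above Dis-Club by a log2 fold change of 0.56 (standard error 0.15, adjusted p = 0.00585, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 10675 genes). It was above Prox-Club by 0.94 (standard error 0.17, adjusted p = 2.77e-04, same edgeR test) and above Club/Ciliated by 0.62 (standard error 0.16, adjusted p = 0.00658, same edgeR test). With TMM, Club/Ciliated was not distinguishable from Dis-Club, with a log2 fold change of -0.06 (standard error 0.16, adjusted p = 0.821, same edgeR test), or from Prox-Club, with 0.32 (standard error 0.18, adjusted p = 0.231, same edgeR test, within a range of 0.00335 to 0.876 over the alternatives). The latter result rests on the setting. Club/Ciliated exceeded Prox-Club by 0.78 with the 20 most abundant genes left out of the library sizes (adjusted p = 0.00335, edgeR). With classes made by gates on markers it did so by 0.57 (adjusted p = 0.0234, edgeR). The 20 genes, ranked over all cells, took 51.7% of the UMIs of Prox-Club and 52.2% of those of Club/Ciliated. Leaving them out therefore scarcely rescales this pair. Prox-Club markers outside the 20, such as Scgb3a1 at 41824 CPM against 1551 in Club/Ciliated, stay in the library sizes. The comparison with Prox-Club also rests on the library, at 0.02 without library 1 and 0.62 without library 2. The scaling moved these values most. With library sizes as counted and no TMM, an alternative chosen after the data were seen, Ciliated exceeded Dis-Club by 2.23, and Club/Ciliated exceeded Prox-Club by 0.76 and Dis-Club by 0.61 (for the last, adjusted p = 0.00698, edgeR, within a range of 0.00698 to 0.965 over the alternatives). With the 20 most abundant genes left out of the library sizes, Club/Ciliated exceeded Dis-Club by 0.13 (adjusted p = 0.613, edgeR). With every cell thinned to 2000 UMIs, Ciliated exceeded Dis-Club by 0.45, which was no longer past the threshold (adjusted p = 0.179, edgeR, the highest over the alternatives, with 2.82e-09 the lowest).

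**Figure D1:**
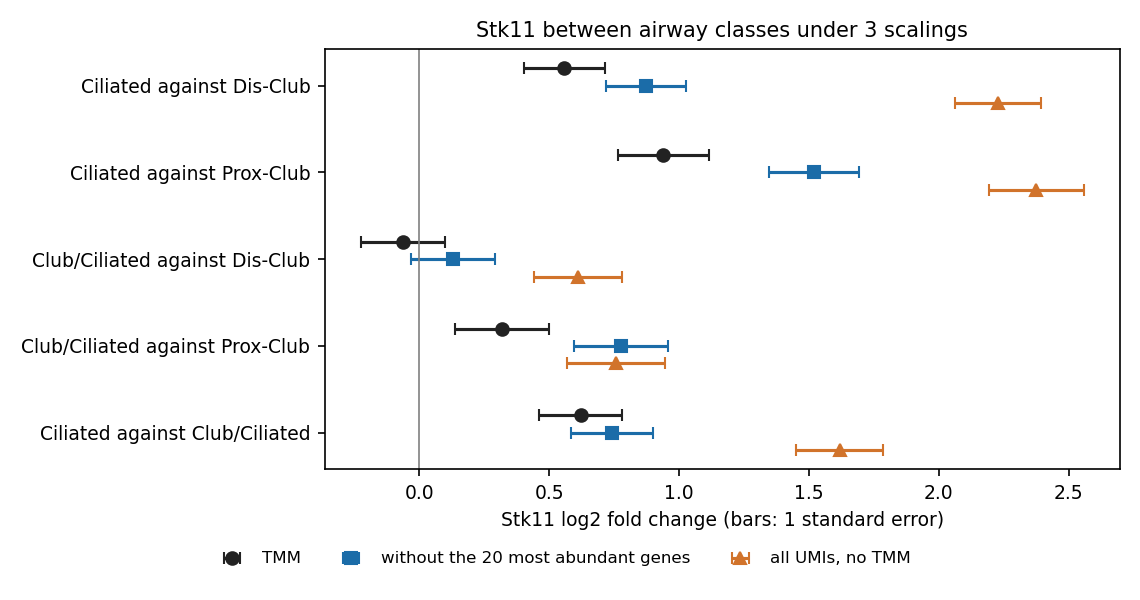
Log2 fold change of Stk11 between pairs of airway classes (x axis), with 1 standard error as bars, under 3 scalings of the summed counts. Ciliated lies above the other classes under each scaling, while Club/Ciliated against Dis-Club moves from -0.06 with TMM to 0.61 without it.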

We further described the trajectory of ciliated cell differentiation using a diffusion map and characterized the pseudo-temporal expression levels of genes during ciliated cell differentiation (Fig. 1b). 

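The airway cells were ordered here by diffusion pseudotime, which measures how far each cell lies from a starting cell along the graph of similar cells, because Monocle 2, which the paper used, was not at hand. The start was a Dis-Club cell with 0 UMIs of the ciliated markers, the first of several such cells in the order of the table. Stk11, Scgb1a1 and Foxj1 were left out of the genes used for the order. On a scale from 0 to 1, the median pseudotime in library 1 was 0.122 in Dis-Club, 0.337 in Prox-Club, 0.497 in Club/Ciliated and 0.928 in Ciliated, and in library 2 it was 0.122, 0.325, 0.494 and 0.915. With the cells of each library split into 5 equal parts along the order, Foxj1 rose from 5.10 CPM in the first part to 681 CPM in the last in library 1 and from 2.86 to 737 in library 2. Scgb1a1 went the other way, with a log2 ratio of the last to the first part of -4.87 in library 1 and -5.04 in library 2. An order of this kind places cells by likeness, and no time was measured.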

We found that the expression level of *Stk11* simultaneously increased during ciliated cell differentiation process (Fig. 1b).

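From the first to the last of the 5 parts of the order, Stk11 rose by a log2 ratio of 2.35 in library 1 (95% interval 2.03 to 2.67) and 2.40 in library 2 (1.91 to 2.91). The rise was not even along the order. In library 1, Stk11 stood at 30.0, 31.2 and 33.5 CPM over the parts up to the middle, at 67.3 in the next, where 43.7% of cells were Club/Ciliated and 46.2% Ciliated, and at 153 in the last, which held only Ciliated cells. In library 2 it stood at 32.9, 34.8, 34.9, 65.5 and 173 CPM. The size of the rise depended on the scaling. Scaled to the UMIs outside the 20 most abundant genes, a scaling chosen after the data were seen, the log2 ratio was 0.72 (0.40 to 1.04) in library 1 and 0.85 (0.36 to 1.37) in library 2. On that scale the middle part was the lowest in both libraries, at 79.9 and 78.7. As UMIs per cell with no scaling, the log2 ratio was 1.17 and 1.58, and the part before the last was the highest, at 1.30 and 1.37 UMIs per cell.

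**Figure D2:**
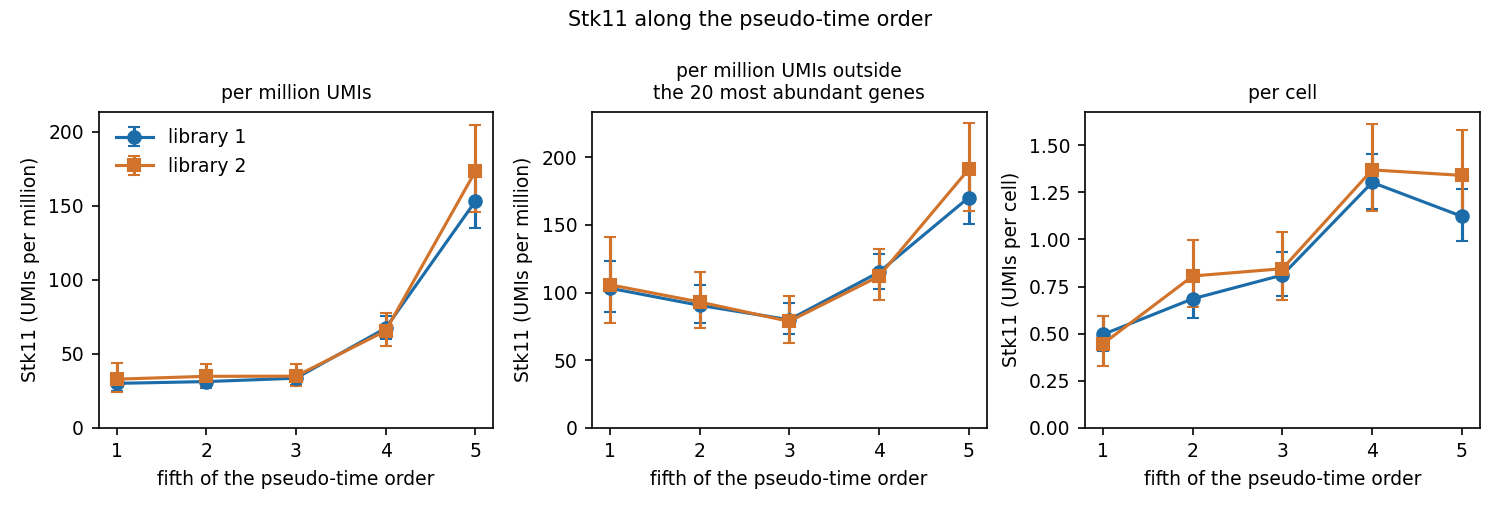
Stk11 in 5 successive parts of the airway cells along the pseudo-time order (x axis), by library, as CPM, as CPM over UMIs outside the 20 most abundant genes, and as UMIs per cell. Bars are 95% Poisson intervals. The last part lies above the first under each scaling, by log2 ratios of 2.35, 0.72 and 1.17 in library 1.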

**Fig. 1:**
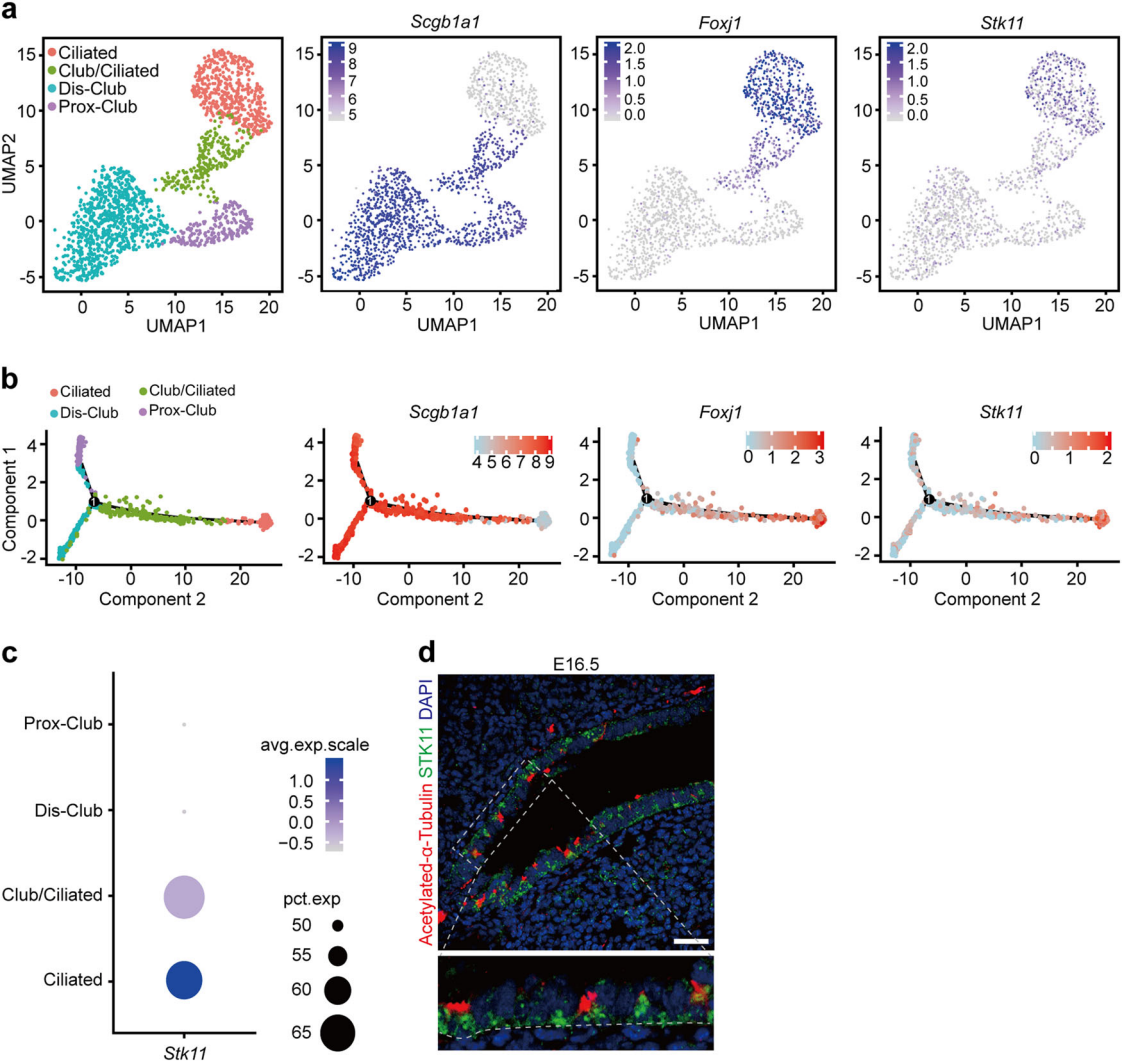
The expression level of *Stk11* is associated with the differentiation of ciliated cells in airways. **a** The UMAP plots of scRNA-seq analyses show the expression of *Scgb1a1*, *Foxj1*, or *Stk11* in adult airway epithelial cells from adult lungs. **b** The pseudo-time trajectories show that the expression level of *Scgb1a1* decreased during the ciliated cell differentiation process, whereas the expression levels of *Foxj1* and *Stk11* increased during the ciliated cell differentiation process. **c** The dot plot of *Stk11* expression score in different cell types. The dot size represents the proportion of cells in a cluster that express the gene. The dot color corresponds to the average expression level of the gene. **d** E16.5 lungs were stained with antibodies against acetylated-α-Tubulin and STK11. Scale bars: 25 μm

The decreased expression level of Stk11 has been reported in human ciliopathies^16–18^. By calculating the enrichment score of *Stk11* in different cell clusters, we found that *Stk11* is highly enriched in cells of both Club/Ciliated and Ciliated clusters in adult lungs (Fig. 1c). 

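The share of cells with at least 1 Stk11 UMI was 45.7% in Prox-Club, 44.2% in Dis-Club, 72.7% in Club/Ciliated and 63.7% in Ciliated in library 1. In library 2 it was 45.5%, 44.2%, 61.4% and 73.3%. The order of Club/Ciliated and Ciliated was opposite in the libraries, with intervals of 65.1 to 79.4% and 58.4 to 68.8% in library 1 and of 50.1 to 71.9% and 64.8 to 80.6% in library 2. AT2 cells had Stk11 UMIs in 35.4% and 31.2% of cells at median depths of 7041 and 6294.5 UMIs. No cell type here is known to lack Stk11, so Foxj1 was used as a guide to the level of free RNA. It was found in 3.49% and 1.31% of AT2 cells, and in the deeper club cells in 15.7% and 3.90% of Prox-Club and 7.76% and 4.02% of Dis-Club, where some could be their own. After the thinning described next it was found in 1.10% and 0.525% of AT2, 0.714% and 0% of Prox-Club and 0.370% and 0.893% of Dis-Club cells.

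A share of this kind grows with depth, and the classes differ in depth. With each cell thinned to 2000 UMIs, which left out 0 cells, the share was 5.00% and 9.09% in Prox-Club, 6.84% and 5.80% in Dis-Club, 10.6% and 8.43% in Club/Ciliated, 25.1% and 29.8% in Ciliated, and 11.4% and 10.6% in AT2 cells. Ciliated then lay above the other classes in both libraries, with intervals of 20.6 to 30.0% and 22.1 to 38.4%. Those of Club/Ciliated (6.27 to 16.4% and 3.46 to 16.6%) overlapped those of Dis-Club (4.86 to 9.30% and 3.13 to 9.72%). The share of Club/Ciliated was higher by 3.72 points in library 1 and 2.63 in library 2. This difference was not tested, and overlap of intervals does not decide it. At 4000 UMIs, which left out 0 cells of either class, the share was 15.5% (10.3 to 22.1%) and 28.9% (19.5 to 39.9%) in Club/Ciliated and 11.3% (8.74 to 14.2%) and 13.4% (9.22 to 18.6%) in Dis-Club, so that the intervals lay apart in library 2 only. Thinned instead to 2000 UMIs outside the 20 most abundant genes, a setting chosen after the data were seen, the shares were 10.8% and 9.21% in Prox-Club, 18.8% and 17.3% in Dis-Club, 22.6% and 14.6% in Club/Ciliated, 29.1% and 29.0% in Ciliated and 18.0% and 17.4% in AT2 cells. This left out 1 and 1 of the Prox-Club cells, 45 and 27 of Dis-Club, 2 and 1 of Club/Ciliated, 0 of Ciliated and 0 and 7 of AT2 in the respective libraries.

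**Figure D3:**
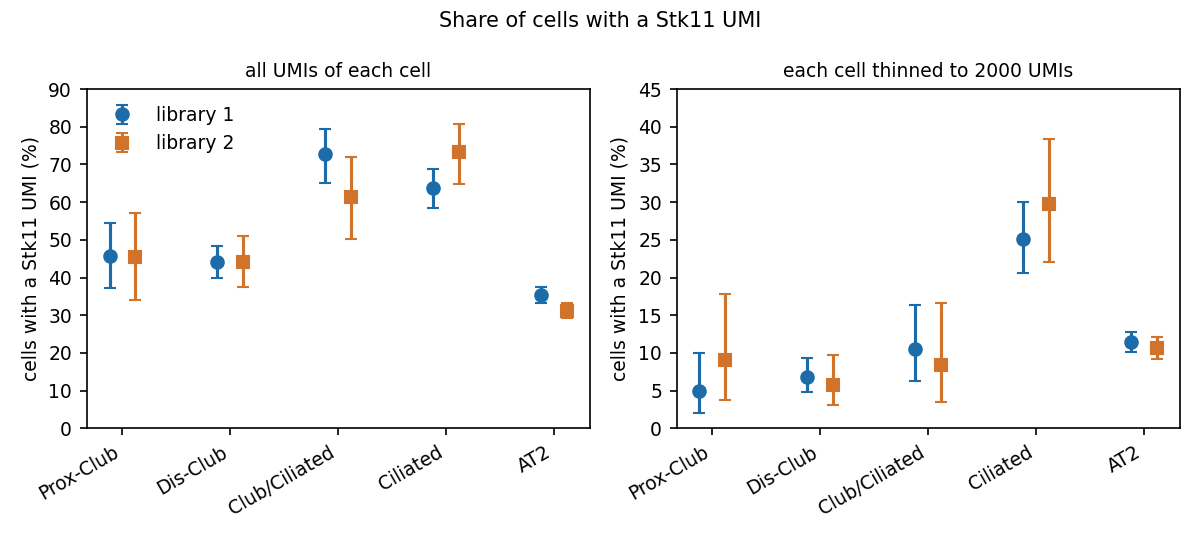
Share of cells with at least 1 Stk11 UMI (y axis, percent) by class and library, over all UMIs of each cell (left) and with each cell thinned to 2000 UMIs (right, another y scale). Bars are exact 95% intervals. Club/Ciliated lies at 72.7% and 61.4% on the left and at 10.6% and 8.43% on the right.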

By immunofluorescence staining with antibodies against acetylated-α-tubulin and STK11, we found that STK11 was expressed among many airway epithelial cells of embryonic day (E) 16.5 lungs, including a majority of acetylated-α-tubulin^+^ ciliated cells and some undifferentiated cells, but rarely expressed in SCGB1A1^+^ cells (Fig. 1d, Supplementary Fig. S1c). Together, these results suggest that Stk11 may function in regulating the differentiation of ciliated cells.

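Set among the 500 tested genes closest to it in mean expression, the log2 fold change of Stk11 between Ciliated and Dis-Club stood at the 71.6th percentile, with 142 of these genes above it. The median log2 fold change of the 500 genes was -0.00. Foxj1 differed by 5.96 and Scgb1a1 by -5.44 in the same edgeR fit. The paper proposes a role for Stk11 in regulating how ciliated cells differentiate. It draws on the abundance of Stk11 in the Club/Ciliated and Ciliated clusters and on its rise along the trajectory. It also draws on staining of adult lungs and of embryonic airways, which was not analysed here.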

### Deletion of *Stk11* in endodermal progenitors of embryonic lung or secretory progenitors of adult lung impairs ciliated cell differentiation

To explore the potential roles of STK11 in ciliated cell differentiation of the developing airway, *Shh-*Cre; *Stk11*^F/F^ mice (*Shh*-*Stk11*) were generated, in which *Stk11* is specifically deleted in endodermal progenitors of the embryonic lung epithelium. In the developing mouse airway, ciliated cells are generated from endodermal progenitor cells. MYB^+^ ciliated cells appear between E13.5 and E14.5, and express the transcription factor FOXJ1^+^ as they differentiate into mature ciliated cells^21^. Epithelial cell differentiation was evaluated in lungs of E16.5 *Shh*-*Stk11* and *Shh-*Cre; *Stk11*^F/+^ (Control) mice by immunofluorescence. The abundance of FOXJ1^+^ and MYB^+^ ciliated cells were each significantly decreased, whereas the percentage of SCGB1A1^+^ club cells was significantly increased, in both tracheal and intrapulmonary epithelia of E16.5 *Shh*-*Stk11* mice, as compared to their littermate Controls (Fig. 2a, b, Supplementary Fig. S2a–d). Notably, excluding the possibility that the impaired ciliated cell differentiation in the *Shh*-*Stk11* lungs results from a developmental delay, we observed similar changes in E18.5 and E20.5 *Shh*-*Stk11* lungs as compared to Control lungs (Supplementary Fig. S2e–h).

**Fig. 2:**
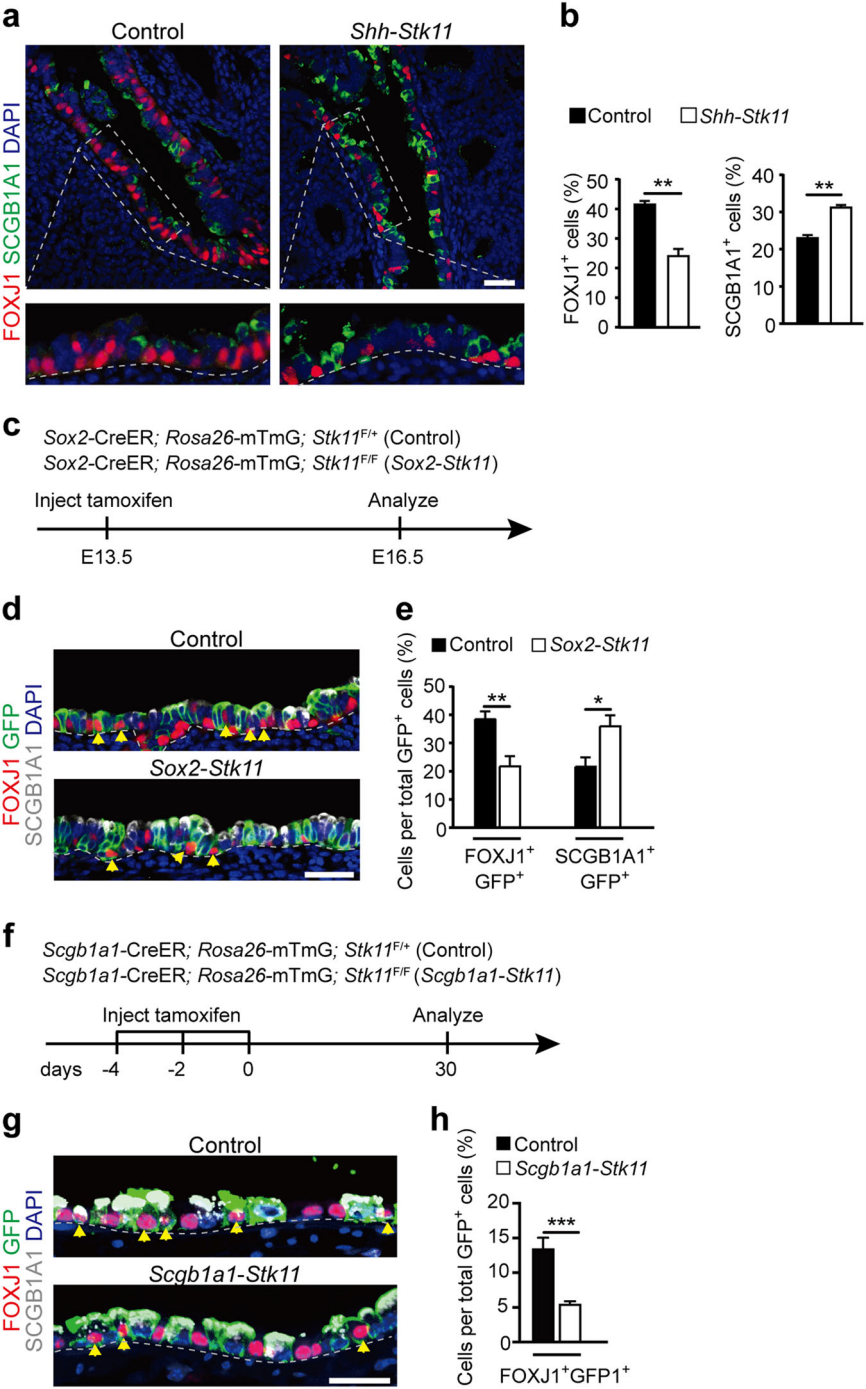
Loss of *Stk11* in airway progenitor cells impairs ciliated cell differentiation. **a** E16.5 lungs were stained with antibodies against FOXJ1 and SCGB1A1. **b** The proportion of FOXJ1^+^ cells (Left, *n* = 3) and SCGB1A1^+^ cells (Right, *n* = 4) in the intrapulmonary airways of E16.5 lungs. **c** Pregnant mice carrying *Sox2*-CreER; *Rosa26*-mTmG; *Stk11*^F/+^ (Control) and *Sox2*-CreER; *Rosa26*-mTmG; *Stk11*^F/F^ (*Sox2*-*Stk11*) embryos were treated with tamoxifen at E13.5 and analyzed at E16.5. **d** E16.5 lungs were stained with antibodies against GFP, FOXJ1, and SCGB1A1. The yellow arrowheads indicate cells expressing both GFP and FOXJ1. **e** The proportion of FOXJ1^+^GFP^+^ cells to GFP^+^ cells (Left) (Control, *n* = 6; *Sox2*-*Stk11*, *n* = 5) and SCGB1A1^+^GFP^+^ cells to GFP^+^ cells (Right) (*n* = 3) in the intrapulmonary airways of E16.5 lungs. **f** Ten-week-old mice were treated with three doses of tamoxifen and analyzed after 30 days. **g** Lungs were stained with antibodies against GFP, FOXJ1, and SCGB1A1 at day 30. The yellow arrowheads indicate cells expressing both GFP and FOXJ1. **h** The proportion of FOXJ1^+^GFP^+^ cells to GFP^+^ cells at day 30 (*n* = 4). *P < 0.05; **P < 0.01; ***P < 0.001. Data shown in the graphs are means ± SEM. Student’s *t* test. Scale bars: **a**, **d**: 25 μm, **g**: 20 μm

During embryonic lung development, endodermal progenitors give rise not only to club and ciliated cells but also to basal and neuroendocrine cells. Therefore, we further analyzed the differentiation of basal cells and neuroendocrine cells in the epithelium of E16.5 *Shh*-*Stk11* and Control lungs. The proportion of basal cells (as a function of total tracheal epithelia) was not significantly different between lungs of *Shh*-*Stk11* and Control embryos (Supplementary Fig. S2i, j). In addition, we observed the proportion of neuroendocrine cells was not significantly different in both genotypes of lungs (Supplementary Fig. S2k, l). These results establish that the loss of *Stk11* does not significantly affect the differentiation of basal cells or neuroendocrine cells in embryonic lungs.

We further investigated the effect of conditionally deleting *Stk11* in SOX2^+^ airway progenitor cells. It has been shown that SOX2 is expressed exclusively in airway progenitor cells during embryonic lung development^22^. Pregnant females carrying *Sox2*-CreER; *Stk11*^F/F^; *Rosa26*-mTmG (*Sox2*-*Stk11*) and *Sox2*-CreER; *Stk11*^F/+^; *Rosa26*-mTmG (Control) embryos were injected with tamoxifen at E13.5 (Fig. 2c), a stage at which the SOX2^+^ airway progenitor cells have not started to differentiate into club or ciliated cells. At E16.5, we found that the proportion of FOXJ1^+^ ciliated cells was significantly decreased and that the proportion of SCGB1A1^+^ club cells was significantly increased among lineage-labeled intrapulmonary airway epithelial cells in *Sox2*-*Stk11* lungs as compared to those of Control embryos (Fig. 2d, e).

Club cells in the adult airway function as secretory progenitor cells that can self-renew and slowly differentiate into ciliated cells to maintain the correct proportions of specialized epithelial cell types^12,23,24^. We next sought to investigate the role of STK11 in regulating ciliated cell differentiation in the adult airway. To achieve this, *Scgb1a1*-CreER; *Stk11*^F/F^; *Rosa26*-mTmG (*Scgb1a1*-*Stk11*) adult mice were injected with three doses of tamoxifen for conditional deletion of *Stk11* within airway club cells and were monitored for 30 days to determine the impact on ciliated cell differentiation (Fig. 2f). The percentage of newly differentiated ciliated cells among lineage-labeled cells decreased significantly in *Scgb1a1*-*Stk11* mice (Fig. 2g, h). These results together with those for embryonic lung support a role for STK11 in controlling ciliated cell differentiation.

### The cell-cycle exit and ciliated cell differentiation are controlled by STK11 within embryonic and adult airways

To further explore the mechanisms through which STK11 regulates ciliated cell differentiation, RNA-seq was performed to compare the transcriptomes of E16.5 *Shh*-*Stk11* and Control mice. Consistent with our immunostaining results, we found that ciliated cell markers (e.g., *Mcidas*, *Myb*, and *Foxj1*^25^) were significantly reduced and found that secretory cell markers, including a club cell marker *Scgb1a1* and a mucous cell marker *Muc5b*, were significantly increased in the lungs of *Shh*-*Stk11* embryos (Fig. 3a–c, Supplementary Dataset S1). We performed gene ontology (GO) analysis to identify the enriched terms amongst the differentially expressed genes in *Shh*-*Stk11* lungs and also found that many of the significantly upregulated genes have known roles as positive regulators of cell proliferation and cell-cycle progression (e.g., *Ranbp2*^26^, *Smc5*^27^, *Mki67*^28^, *Sgo2a*^29^, *Taf1*^30^, *Ccnd2*^31^, and *Cenpe*^32^ (Fig. 3a, b, Supplementary Fig. S3a, and Supplementary Dataset S1). Many of the significantly downregulated genes are known to participate in cilium movement and assembly (Fig. 3a, c, Supplementary Fig. S3b, and Supplementary Dataset S1). These results indicate that both ciliated cell differentiation and cell-cycle status are significantly affected in the *Shh*-*Stk11* lungs.

**Fig. 3:**
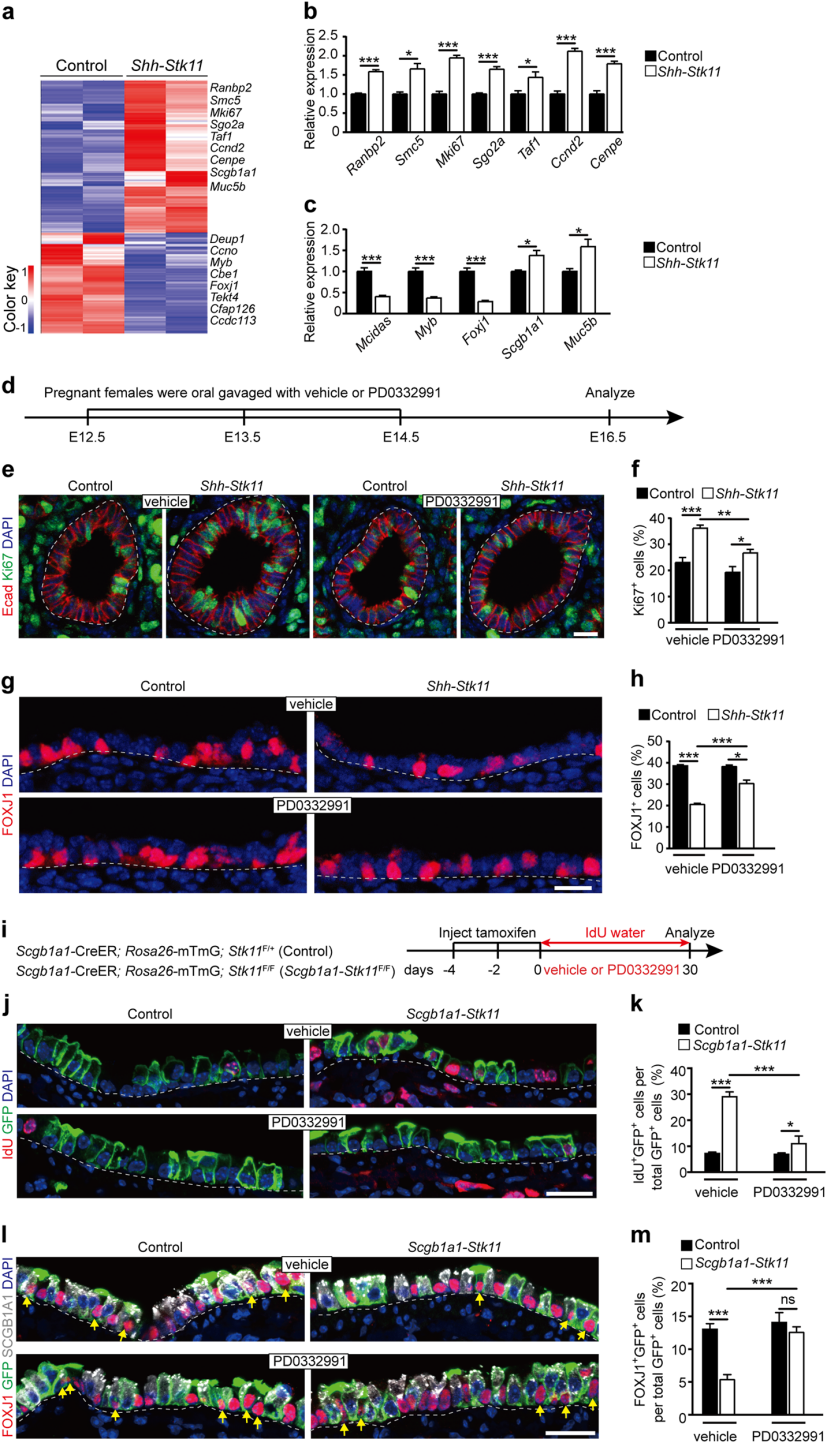
Inhibiting cell proliferation partially rescues the impaired ciliated cell differentiation. **a** Heat map of the expression values of genes expressed differentially between E16.5 *Shh*-*Stk11* lungs and control lungs. **b** Fold change of relative mRNA expression of airway epithelial cell genes in E16.5 *Shh*-*Stk11* lungs compared to Control lungs (*n* = 3). **c** Fold change of relative mRNA expression of cell-cycle genes in E16.5 *Shh*-*Stk11* lungs compared to Control lungs (*n* = 3). **d** Pregnant females were oral gavaged daily with a CDK4/6 inhibitor (PD0332991) each day from E12.5 to E14.5. Lungs were analyzed at E16.5. **e** Cell proliferation was analyzed by antibody staining against Ki67 and E-cadherin (E-cad). **f** The proportion of Ki67^+^ cells in the intrapulmonary airways of E16.5 lungs (vehicle Control, *n* = 5; vehicle *Shh*-*Stk11*, *n* = 3; PD0332991 Control, *n* = 7; PD0332991 *Shh*-*Stk11*, *n* = 8). **g** Immunofluorescence staining with antibodies against FOXJ1 and SCGB1A1 in lungs after either vehicle or PD0332991 treatment. **h** The proportion of FOXJ1^+^ cells (vehicle Control, *n* = 3; vehicle *Shh*-*Stk11*, *n* = 4; PD0332991 Control, *n* = 3; PD0332991 *Shh*-*Stk11*, *n* = 5) and the proportion of SCGB1A1^+^ cells (*n* = 3) in the intrapulmonary airways of E16.5 lungs after either vehicle or PD0332991 treatment. **i** Ten-week-old mice were treated with three doses of tamoxifen. Mice were treated with PD0332991 or vehicle every other day via oral gavage and fed with water containing IdU for 30 days before collecting lungs for analysis. **j** Immunofluorescence staining with antibodies against IdU and GFP in lungs after either vehicle or PD0332991 treatment for 30 days. **k** The proportion of IdU^+^ cells in the GFP labeled intrapulmonary airway epithelium (*n* = 3). **l** Immunofluorescence staining with antibodies against FOXJ1, GFP, and SCGB1A1 in lungs after either vehicle or PD0332991 treatment for 30 days. The yellow arrows indicate cells expressing both GFP and FOXJ1. **m** The proportion of FOXJ1^+^GFP^+^ cells to GFP^+^ cells in lungs after either vehicle or PD0332991 treatment for 30 days (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001. Data shown in the graphs are means ± SEM. Student’s *t* test. Scale bars: **e**, **g**: 11 μm; **j**, **l**: 20 μm

We therefore analyzed the cell-cycle status of airway epithelial cells at E16.5 by propidium iodide (PI) staining, and found that 15.4% of the EpCAM^+^ cells had entered the G2/M phase in *Shh*-*Stk11* lungs, whereas only 11% of the EpCAM^+^ cells entered the G2/M phase in Control lungs (Supplementary Fig. S3c). Consistent with this PI staining result, the proportions of PH3^+^ (phospho-histone H3, a mitosis-specific marker) and Ki67^+^ intrapulmonary airway epithelial cells (Ki67 is a protein present during all active phases of the cell cycle; i.e., G_1_, S, G_2_, and mitosis) were significantly increased in *Shh*-*Stk11* lungs compared to Control lungs (Supplementary Fig. S3d–g). In addition, loss of *Stk11* does not induce apoptosis in embryonic lungs (Supplementary Fig. S3h). We also investigated the impact of STK11 on proliferation of epithelial cells in adult airways. *Scgb1a1*-*Stk11* and Control mice were given IdU water for 30 days prior to sacrifice, and the cumulative IdU-labeling index was determined for lineage-labeled intrapulmonary airway epithelial cells (Supplementary Fig. S3i): there were significantly more IdU^+^ lineage-labeled epithelial cells in *Scgb1a1*-*Stk11* mice than that in Control mice (Supplementary Fig. S3j, k).

### Inhibiting cell proliferation partially rescues the defective ciliated cell differentiation in airways of *Stk11*-deficient mice

Considering that STK11 is known to suppress tumor growth by inhibiting cell proliferation^33,34^, we hypothesize that deletion of *Stk11* either in endodermal progenitors of developing lung or in secretory progenitors of adult lung, prevents these progenitor cells from exiting an active cycling state that is necessary for ciliated cell differentiation. To test this, we determined whether inhibitors of the cell cycle could rescue the ciliated cell differentiation defect in lungs of *Shh*-*Stk11* and/or *Scgb1a1*-*Stk11* mice. Pregnant females carrying *Shh*-*Stk11* and Control embryos were treated with PD0332991, a CDK4/6 inhibitor^35,36^, or vehicle once daily via oral gavage from E12.5 to E14.5, and embryonic lungs collected at E16.5 for analysis (Fig. 3d). CDK4/6 are known to initiate the phosphorylation of pRB, which disrupts its binding with E2Fs and allows cell-cycle entry^37^. We confirmed that the PD0332991 treatment could specifically reduce the number of p-pRB^+^ cells in both the Control and *Shh*-*Stk11* lungs (Supplementary Fig. S3l, m). Interestingly, we found that Control lungs had a much lower proportion of p-pRB^+^Ki67^+^ epithelial cells than did *Shh*-*Stk11* lungs, indicating that the cell proliferation in the *Stk11*-wild-type epithelium is largely driven by p-pRB-independent regulatory mechanisms. Loss of *Stk11* only activates p-pRB-dependent cell-cycle progression (Supplementary Fig. S3n, o), demonstrating that STK11-dependent and STK11-independent regulation simultaneously occur in airway progenitor cells. Not surprisingly, the proliferative response of the intrapulmonary airway epithelium of *Shh*-*Stk11* lungs was significantly attenuated by the PD0332991 treatment (Fig. 3e, f). Importantly, the proportion of ciliated cells in intrapulmonary airways of PD0332991-treated *Shh*-*Stk11* embryos was significantly restored compared to those of vehicle-treated *Shh*-*Stk11* embryos (Fig. 3g, h).

Next, we treated *Scgb1a1*-*Stk11* mice with PD0332991 or vehicle once every other day for 30 days (Fig. 3i). PD0332991 treatment significantly decreased the proportion of IdU^+^ lineage traced cells in *Scgb1a1*-*Stk11* mice (Fig. 3j, k). Decreased proliferation in airways of PD0332991-treated *Scgb1a1*-*Stk11* mice restored ciliated cell differentiation to levels observed in vehicle-treated Control intrapulmonary airways (Fig. 3l, m). Taken together, these results indicate that the inhibition of cell-cycle progression in secretory progenitor cells of adult airways, a process regulated by STK11, allows the differentiation of ciliated cells.

### Ciliated cell differentiation requires the kinase activity of STK11

STK11 is a serine/threonine protein kinase that controls the activity of multiple downstream kinases which fulfill diverse roles in embryonic development and adult tissue homeostasis^38–40^. To understand the role of STK11 kinase activity in regulating ciliated cell differentiation, we generated recombinant adenoviral vectors expressing either wild-type STK11 (Ad-STK11^WT^) or kinase-dead STK11 (Ad-STK11^KD^). The active site lysine residue K78 contributes to both the binding and orientation of ATP, the phosphate donor. Note that the Stk11^K78I^ (STK11^KD^) variant lacks STK11 kinase activity^38^.

In vitro trachea cultures were established by (i) removing the tracheal rudiments from E13.5 *Shh*-*Stk11* or littermate Control embryos, (ii) making a longitudinal incision to expose the luminal surface and (iii) culturing lumen-side-up at the air-liquid interface on TransWell permeable membrane supports (Fig. 4a). At E13.5, a stage before basal-luminal segregation^41^, no ciliated cells were found in the tracheal epithelium (Supplementary Fig. S4a). Tracheal rudiments were infected with Ad-GFP, Ad-STK11^WT^, or Ad-STK11^KD^ viruses and cultured for 5 days (Fig. 4a): we found that the proportions of Ki67^+^ epithelial cells were significantly decreased in the *Shh*-*Stk11* tracheal rudiments with Ad-STK11^WT^ infection at post-culture day 5 (Fig. 4b, c). No significant change of proliferation was observed on *Shh*-*Stk11* tracheal rudiments with either Ad-GFP or Ad-STK11^KD^ infection. Interestingly, when we examined Control tracheal rudiments infected with the Ad-STK11^KD^ virus, we observed a modest but significant increase in epithelial cell proliferation (Fig. 4b, c), possibly due to a dominant negative effect of the kinase-dead STK11 mutant. Notably, in all of the cultured tracheal rudiments, very few basal cells were observed at the various developmental stages.

**Fig. 4:**
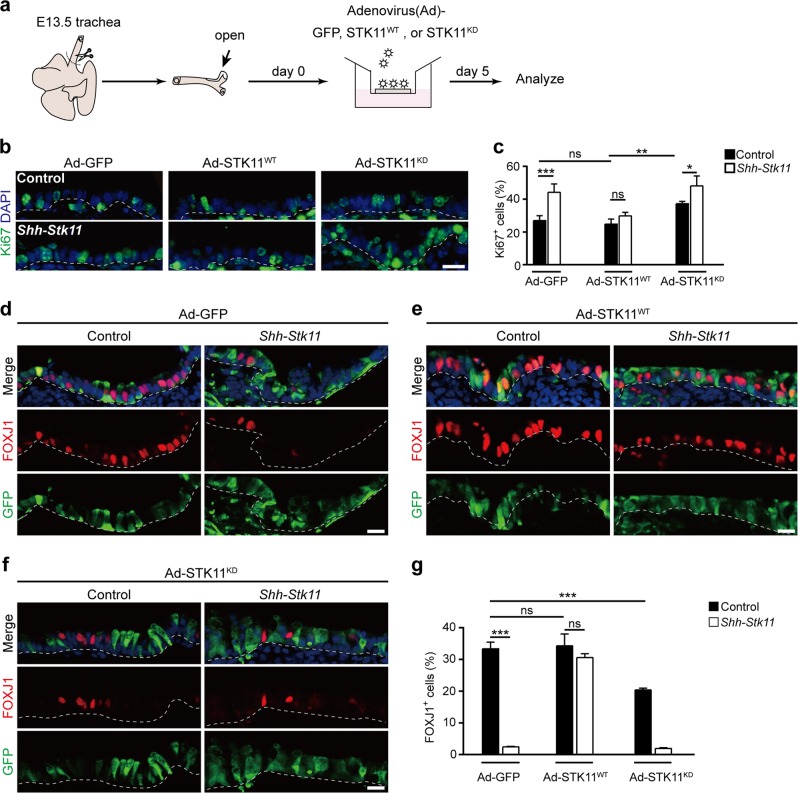
The kinase activity of STK11 is required for ciliated cell differentiation. **a** A schematic illustration showing the air-liquid interphase trachea culture system of this study. Adenovirus (Ad)-GFP, STK11^WT^, or STK11^KD^ particles were added into the medium at day 0. The tracheal rudiments were cultured with different adenovirus for 5 days. **b**, **c** The proportion of Ki67^+^ cells in the epithelium of cultured tracheal rudiments at day 5 (**c**) were quantified by Ki67 immunostaining (**b**) (Ad-GFP Control, *n* = 5; Ad-GFP *Shh*-*Stk11*, *n* = 6; Ad-STK11^WT^ Control, *n* = 4; Ad-STK11^WT^ *Shh*-*Stk11*, *n* = 5; Ad-STK11^KD^ Control, *n* = 4; Ad-STK11^KD^ *Shh*-*Stk11*, *n* = 6). **d**–**f** Cultured tracheal rudiments were stained with antibodies against FOXJ1 and GFP at day 5. **g** The proportion of FOXJ1^+^ cells in the epithelium of cultured tracheal rudiments at day 5 (Ad-GFP Control, *n* = 3; Ad-GFP *Shh*-*Stk11*, *n* = 3; Ad-STK11^WT^ Control, *n* = 3; Ad-STK11^WT^ *Shh*-*Stk11*, *n* = 3; Ad-STK11^KD^ Control, *n* = 5; Ad-STK11^KD^ *Shh*-*Stk11*, *n* = 3). ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001. Data shown in the graphs are means ± SEM. Student’s *t* test. Scale bars: 11 μm

We also analyzed ciliated cell formation in cultured tracheal rudiments by performing immunofluorescence staining with an antibody against FOXJ1. The lack of ciliated cell differentiation in *Shh*-*Stk11* tracheal rudiments was rescued by STK11^WT^, but not by the kinase-dead STK11^KD^ (Fig. 4d–g). Consistent with the Ki67 immunostaining results showing a dominant negative effect of STK11^KD^ expression in Control tracheal rudiments, the percentage of ciliated cells in the Control tracheal rudiments infected by the Ad-STK11^KD^ virus decreased significantly compared with those infected by the Ad-GFP virus (Fig. 4d, f, g).

We also conducted experiments in which we reexpressed STK11 within *Shh*-*Stk11* and Control tracheal rudiments. Interestingly, this re-expression of STK11 within *Shh*-*Stk11* tracheal rudiments restored the normal proportion of differentiated ciliated cells without inducing ectopic ciliated cell formation (Fig. 4e, g). In addition, PD0332991 treatment significantly increased the proportion of ciliated cells in the *Shh*-*Stk11* tracheal rudiments but failed to induce ectopic ciliated cell formation in the Control tracheal rudiments (Supplementary Fig. S4b–d). These results indicate that STK11 is necessary but not sufficient for ciliated cell differentiation. Viewed together, these results demonstrate that the kinase activity of STK11 is essential for the function of STK11 in regulating ciliated cell differentiation.

### Phosphorylation of MARK3 by STK11 is required for ciliated cell differentiation

We next investigated downstream phosphorylation targets of STK11^39^. qPCR analysis showed that two of 13 targets are expressed at substantial levels in the airway epithelium of E16.5 lungs: protein kinase AMP-activated catalytic alpha1 subunit (PRKAA1, also known as AMPKα1) and microtubule affinity-regulating kinase 3 (MARK3) (Fig. 5a, Supplementary Fig. S5a, b). Both PRKAA1 and MARK3 are regulated by STK11-mediated phosphorylation^39^. To determine the relative activity of PRKAA1 and MARK3 within developing mouse lung, we performed immunostaining of embryonic lung tissue with phospho-status-specific antibodies. We found that many ciliated cells present in E16.5 lungs had phospho-MARK3 expression (Fig. 5a). Furthermore, the phosphorylation levels of both PRKAA1 and MARK3 were significantly decreased in epithelial cells of *Shh*-*Stk11* embryos compared to the Control, confirming that STK11 is necessary for their activation (Fig. 5a, Supplementary Fig. S5b). We also found, both in vivo and in vitro, that adenosine monophosphate 5-aminoimidazole-4-carboxamide ribonucleotide (AICAR), an activator of PRKAA1^42,43^, had no impact on either the proliferative status of airway epithelial cells or ciliated cell differentiation (Supplementary Fig. S5c–l); we there therefore subsequently focused on roles for MARK3 as a downstream mediator of STK11.

**Fig. 5:**
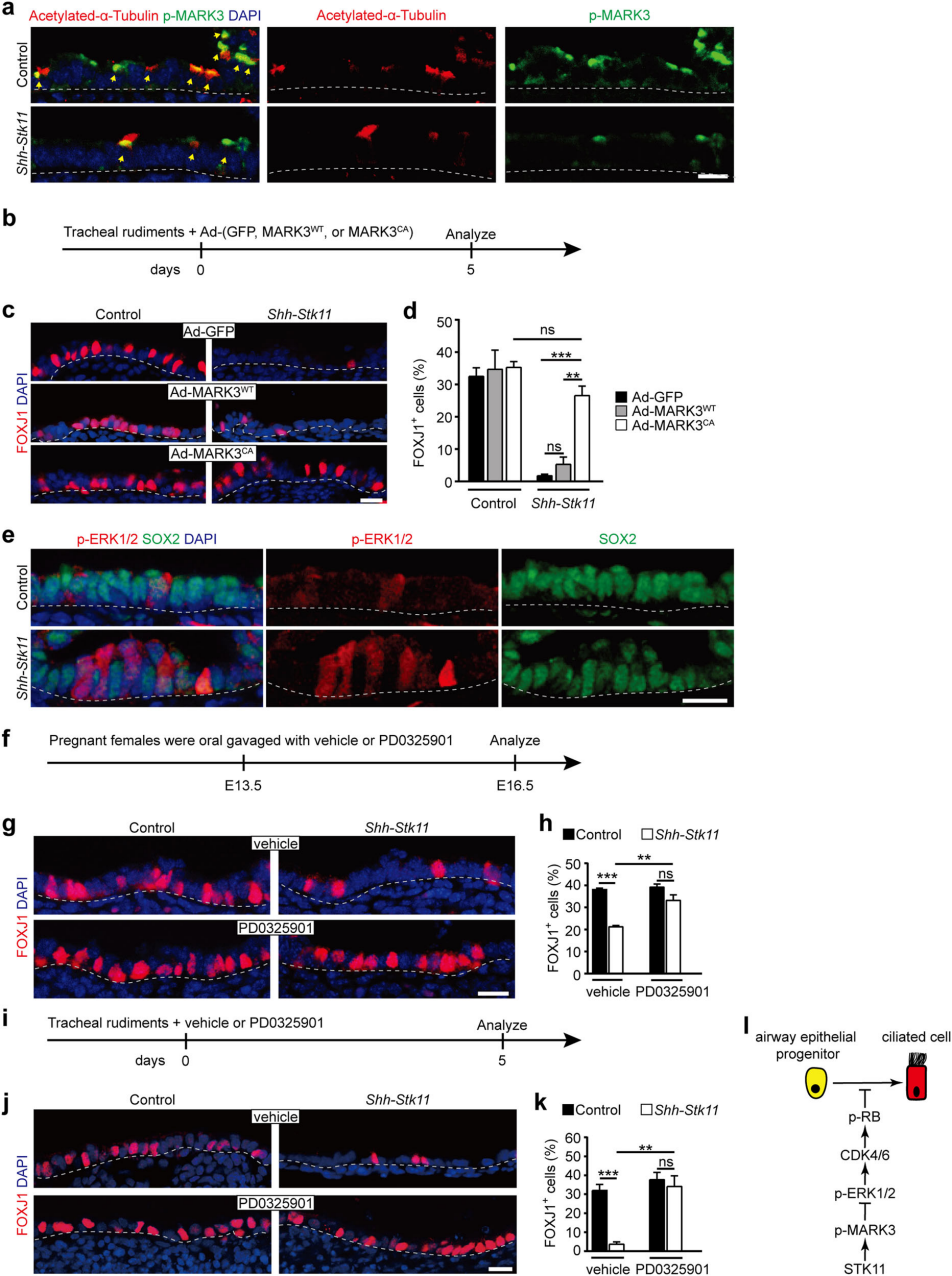
A STK11/MARK3 cascade controls ciliated cell differentiation by limiting the activity of ERK1/2 signaling. **a** Immunofluorescence staining with antibodies against p-MARK3 and acetylated-α-Tubulin in E16.5 lungs. Yellow arrows indicate ciliated cells expressing both acetylated-α-Tubulin and p-MARK3. **b** E13.5 tracheal rudiments were cultured with Ad-GFP, Ad-MARK3^WT^, or Ad-MARK3^CA^ viruses for 5 days. **c**, **d** Cultured tracheal rudiments were stained with antibodies against FOXJ1 at day 5 (**c**). The proportion of FOXJ1^+^ ciliated cells was quantified (Ad-GFP Control, *n* = 3; Ad-GFP *Shh*-*Stk11*, *n* = 3; Ad-MARK3^WT^ Control, *n* = 3; Ad-MARK3^WT^ *Shh*-*Stk11*, *n* = 4; Ad-MARK3^CA^ Control, *n* = 4; Ad-MARK3^CA^ *Shh*-*Stk11*, *n* = 3) (d). **e** E16.5 lungs were stained with antibodies against p-ERK1/2 and SOX2. **f** Pregnant female mice were oral gavaged with p-ERK1/2 inhibitor PD0325901 or vehicle at E13.5. Lungs were analyzed at E16.5. **g**, **h** Immunofluorescence staining with antibodies against FOXJ1 in the vehicle-treated or PD0325901-treated lungs (**g**). The proportion of FOXJ1^+^ cells (*n* = 3) and the proportion of SCGB1A1^+^ cells (*n* = 3) in the intrapulmonary airways of E16.5 lungs were quantified (**h**). **i** E13.5 tracheal rudiments were cultured with vehicle or PD0325901 for 5 days. **j**, **k** Cultured tracheal rudiments were stained with antibodies against FOXJ1 at day 5 (j). The proportion of FOXJ1^+^ ciliated cells was quantified (vehicle Control, n = 4; vehicle *Shh*-*Stk11*, *n* = 3; PD0325901 Control, *n* = 3; PD0325901 *Shh*-*Stk11*, *n* = 5) (**k**). **l** A schematic illustration showing that STK11-mediated signaling cascade accounts for the normal program of ciliated cell differentiation in airways. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001. Data shown in the graphs are means ± SEM. Student’s *t* test. Scale bars: 11 μm

We used recombinant adenoviral vectors expressing a Flag-tagged constitutively activated MARK3 mutant (Ad-MARK3^CA^, the substitution of threonine 211 by a glutamic acid) to examine its role as a downstream target of STK11 that may mediates its effects on ciliated cell differentiation. Tracheal rudiment cultures prepared from E13.5 *Shh*-*Stk11* or Control embryos were infected with Ad-GFP, Ad-MARK3^WT^, or Ad-MARK3^CA^ viruses, followed by culturing for 5 days (Fig. 5b, Supplementary Fig. S6a). Infection of *Shh*-*Stk11* tracheal rudiments with the Ad-MARK3^CA^ virus led to a significant reduction in the proportion of Ki67^+^ epithelial cells compared to tracheal rudiments infected with either the Ad-GFP or Ad-MARK3^WT^ virus (Supplementary Fig. S6b, c). These results show that the proliferative defect observed in rudiments with STK11 deletion can be rescued by the activation of MARK3; such activation actually reduced the proliferative index of the *Shh*-*Stk11* epithelium to the level seen in the Control epithelium.

Examination of the ciliated cells in these virus-infected tracheal rudiments further supported a direct role for activated MARK3 in ciliated cell differentiation. Specifically, infection of *Shh*-*Stk11* tracheal rudiments with the Ad-MARK3^CA^ virus significantly increased the percentage of ciliated cells as compared to *Shh*-*Stk11* tracheal rudiments infected with the Ad-GFP or Ad-MARK3^WT^ viruses (Fig. 5c, d). Thus, our support that STK11-dependent phosphorylation of MARK3 is required for cell-cycle exit and ciliated cell differentiation during airway epithelial development.

### A STK11/MARK3 signaling cascade controls ciliated cell differentiation by limiting ERK1/2 signaling activity

Given the known function of MARK3 as an inhibitor of ERK1/2 signaling^44,45^—a pro-mitotic signaling pathway^46,47^—we next determined whether the effects of p-MARK3 on cell-cycle progression and ciliated cell differentiation within airway epithelial progenitor cells are mediated through inhibition of ERK1/2. To test this, we initially analyzed the presence of p-ERK1/2 in SOX2^+^ intrapulmonary airway epithelial cells of E16.5 Control and *Shh*-*Stk11* lungs. SOX2^+^ epithelial cells of *Shh*-*Stk11* lungs showed a significant increase in p-ERK1/2 immunoreactivity compared to epithelial cells of Control lungs (Fig. 5e). Moreover, the increased expression level of p-ERK1/2 was observed in cultured *Shh*-*Stk11* tracheal rudiments, and expression of MARK3^CA^ in cultured *Shh*-*Stk11* tracheal rudiments significantly decreased the number of epithelial cells showing p-ERK1/2 immunoreactivity (Supplementary Fig. S6d), findings that support a mechanism wherein p-MARK3 controls cell-cycle exit via inhibition of ERK1/2 signaling.

To examine the role of ERK1/2 signaling in ciliated cell differentiation, we treated pregnant females with a specific MEK1/2 inhibitor (PD0325901) or vehicle control at E13.5 and analyzed lungs at E16.5 (Fig. 5f). The number of cells expressing p-ERK1/2 in PD0325901-treated *Shh*-*Stk11* lungs was significantly decreased compared with vehicle-treated *Shh*-*Stk11* lungs (Supplementary Fig. S6e). Both quantification of Ki67^+^ intrapulmonary airway epithelial cells and PI staining showed that the proportion of proliferating epithelial cells in *Shh*-*Stk11* lungs was significantly reduced by the PD0325901 treatment (Supplementary Fig. S6f, g). Importantly, these experiments also showed that PD0325901 treatment rescued the impaired ciliated cell differentiation in the lungs of *Shh*-*Stk11* embryos in vivo (Fig. 5g, h) and in the cultured *Shh*-*Stk11* tracheal rudiments in vitro (Fig. 5i–k). Moreover, these results show that increased ERK1/2 signaling in *Shh*-*Stk11* lungs promotes cell-cycle progression and interferes with the differentiation of ciliated cells. Thus, our findings define a STK11/MARK3/ERK1/2 signaling cascade allows a normal differentiation program of ciliated cells (Fig. 5l).

### A STK11/MARK3/ERK1/2 signaling cascade functions to enforce ciliated cell lineage commitment

Considering our results demonstrating that the requirement of STK11/MARK3/ERK1/2 signaling cascade in regulating ciliated cell differentiation, we were interested in understanding the relationship between STK11 and ciliated cell fate specification. It is firmly established that Notch signaling determines the fate of lung airway epithelial cells by promoting secretory over ciliated cell fates^4,6,8,10^. We therefore compared the mRNA expression levels of multiple Notch ligands, receptors, and downstream targets in both Control and *Shh*-*Stk11* lungs of E13.5 embryos, a stage at which airway epithelial progenitor cells have not committed to either secretory or ciliated cell fates (Supplementary Fig. S7a). The similar expression levels of Notch pathway genes (*Notch1*, *Notch2*, *Jag1*, *Hes1*, and *Hey1*) that we observed in the lungs of *Shh*-*Stk11* embryos clearly implied that STK11 does not directly regulate the expression of canonical Notch pathway genes.

To further investigate the possible relationship(s) between STK11 and Notch signaling, we generated *Shh-*Cre; *Stk11*^F/F^; *Rbpj*^F/F^ (*Shh*-*Stk11*; *Rbpj*) mice. Inactivation of Notch the signaling pathway by deleting *Rbpj*, a DNA-binding protein that associates with Notch intracellular domain to transcriptionally regulate downstream genes expression^48^, promotes ciliated cell development and when Notch signaling is absent almost all airway epithelial progenitor cells differentiate into ciliated cells^4,6,8^. We first analyzed the cell proliferation in lungs of E13.5 embryos and found the proportions of PH3^+^ airway epithelial cells were not significantly different between Control and *Shh-*Cre; *Rbpj*^F/F^ (*Shh*-*Rbpj*) lungs. The increased proportions of PH3^+^ epithelial cells were not significantly different between the *Shh-Stk11* and the double mutant lungs (Supplementary Fig. S7b, c). This result is consistent with a previous study which found that the loss of *Rbpj* does not influence cell proliferation in the adult airway epithelium^10^. Additionally, this finding further confirms our conclusion that STK11-regulated cell-cycle exit functions independently of Notch signaling activity.

Having established the independence of STK11-regulated cell-cycle exit and Notch signaling, we were interested to determine whether these pathways exert their effects on ciliated cell differentiation simultaneously. We therefore assessed the proportions of club cells versus ciliated cells in the lungs of the aforementioned four genotypes by immunostaining using antibodies against SCGB1A1 and FOXJ1. In E16.5 lungs of *Shh*-*Rbpj* mice, 90.56 ± 0.34% intrapulmonary airway epithelial cells were FOXJ1^+^ ciliated cells, and 5.34 ± 0.13% of the intrapulmonary airway epithelial cells expressed neither SCGB1A1 nor FOXJ1; we did not find detectable apoptosis in these lungs (Supplementary Figs. S3h and 7d). Interestingly, the proportion of FOXJ1^+^ ciliated cells was significantly decreased in E16.5 *Shh*-*Stk11*; *Rbpj* lungs (52.23 ± 1.28%), and the proportion of SCGB1A1-FOXJ1-intrapulmonary airway epithelial cells increased to 43.4 ± 1.89% in E16.5 *Shh*-*Stk11*; *Rbpj* lungs (Fig. 6a, b). However, by E18.5, the proportion of FOXJ1^+^ ciliated cells in *Shh*-*Stk11*; *Rbpj* lungs increased to 90.83 ± 1.92% (Fig. 6c, d). In addition, we found that many of these SCGB1A1^−^FOXJ1^−^ cells were positive for Ki67 in E16.5 *Shh-Stk11; Rbpj* lungs (Supplementary Fig. S7e, f). Therefore, these results indicate that the SCGB1A1^−^FOXJ1^−^ cells in E16.5 *Shh*-*Stk11*; *Rbpj* lungs ultimately differentiated into FOXJ1^+^ ciliated cells at E18.5, suggesting that these SCGB1A1^−^FOXJ1^−^ cells have committed to an early ciliated cell fate (pre-ciliated cells). Thus, as the lack of Notch signaling strongly promoted differentiation of airway epithelial cells toward a ciliated cell fate in *Shh-Stk11; Rbpj* lungs, we can conclude that the regulatory influence of STK11/MARK3/ERK1/2 signaling cascade on ciliated cell differentiation is not related to ciliated cell fate specification.

**Fig. 6:**
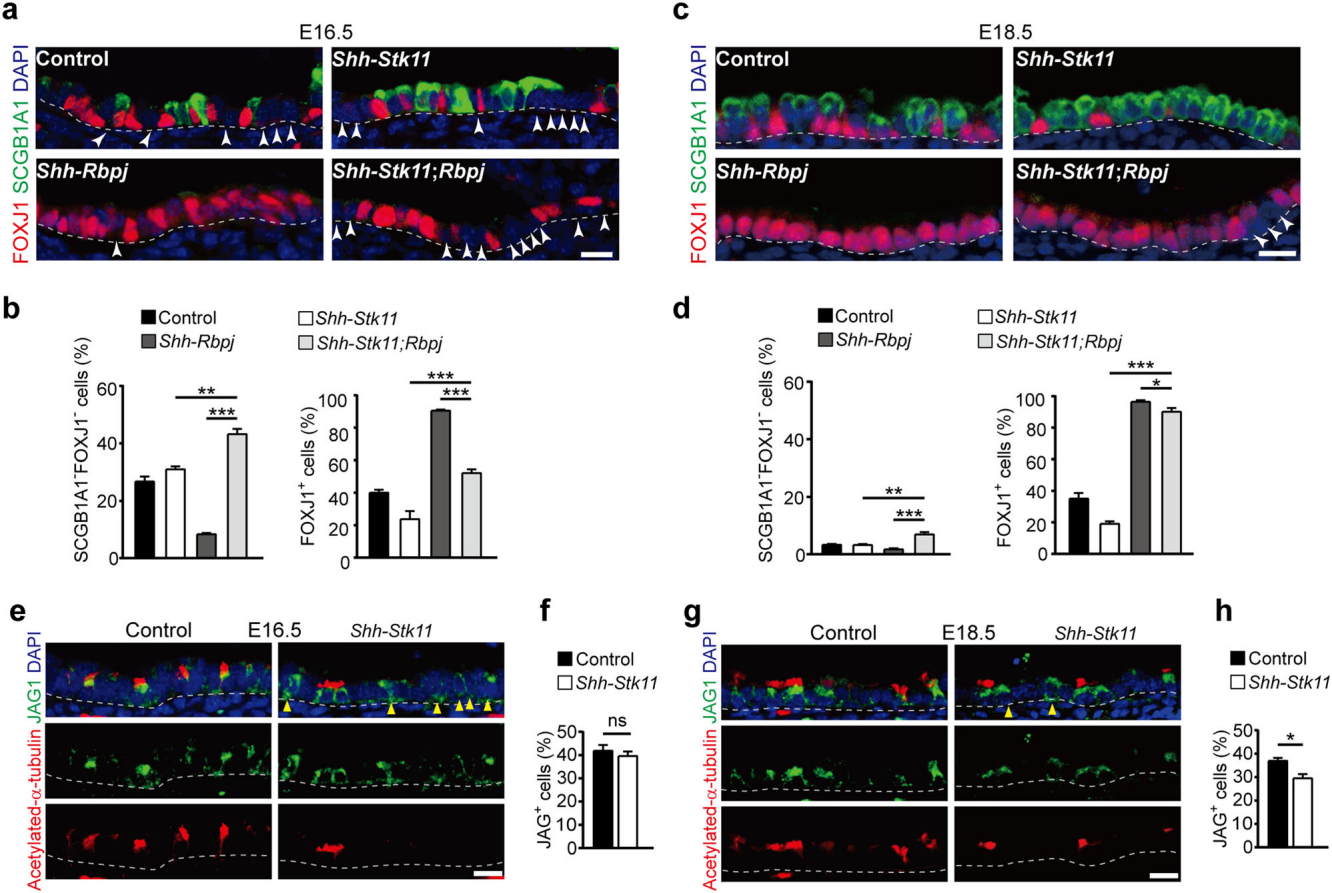
STK11 ensures the ciliated cell fate commitment. **a** Immunofluorescence staining with antibodies against FOXJ1 and SCGB1A1 in the E16.5 lungs. White arrowheads indicate cells that do not express SCGB1A1 and FOXJ1. **b** The proportion of SCGB1A1^−^FOXJ1^−^ cells (Left), and the proportion of FOXJ1^+^ cells (Right) in the intrapulmonary airways of E16.5 lungs (*n* = 3). **c** Immunofluorescence staining with antibodies against FOXJ1 and SCGB1A1 in the E18.5 lungs. White arrowheads indicate cells that do not express SCGB1A1 and FOXJ1. **d** The proportion of SCGB1A1^−^FOXJ1^−^ cells (Left), and the proportion of FOXJ1^+^ cells (Right) in the intrapulmonary airways of E18.5 lungs (*n* = 3). **e** Immunofluorescence staining with antibodies against acetylated-α-tubulin and JAG1 (JAGGED1) in E16.5 lungs. Yellow arrowheads indicate the acetylated-α-tubulin^−^ cells that express JAG1. **f** The proportion of JAG1^+^ cells in the intrapulmonary airways of E16.5 lungs (Control, *n* = 4; *Shh*-*Stk11*, *n* = 4). **g** Immunofluorescence staining with antibodies against acetylated-α-tubulin and JAG1 in E18.5 lungs. Yellow arrowheads indicate the acetylated-α-tubulin^−^ cells that express JAG1. **h** The proportion of JAG1^+^ cells in the intrapulmonary airways of E18.5 lungs (Control, *n* = 4; *Shh*-*Stk11*, *n* = 5). ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001. Data shown in the graphs are means ± SEM. Student’s *t*-test. Scale bars: 11 μm

JAGGED1 (JAG1) is a Notch ligand that is known to be expressed by ciliated cells in the intrapulmonary airways^8^. To investigate the expression level of *Jagged1*, we isolated EpCAM^+^CD45^−^CD31^−^ epithelial cells from Control lungs and *Shh-Stk11* lungs at E14.5, E16.5, and E18.5. Surprisingly, we found that the mRNA level of *Jagged1* was not altered in *Shh-Stk11* lungs at E14.5 and E16.5 (Supplementary Fig. S7g). In light of our previous finding that the proportion of ciliated cells decreased in E16.5 *Shh-Stk11* lungs (Fig. 2a, b), we also performed immunostaining using antibodies against JAGGED1 and acetylated-α-tubulin. We found that the proportion of JAGGED1^+^ cells was not decreased and that many acetylated-α-tubulin negative cells expressed JAGGED1 in the E16.5 *Shh*-*Stk11* lungs (Fig. 6e, f). These results suggest that the acetylated-α-tubulin^−^JAGGED1^+^ cells may have committed to ciliated cell fates but cannot perform multiciliogenesis to terminally differentiate into acetylated-α-tubulin^+^ ciliated cells in the *Shh*-*Stk11* lungs. At E18.5, both the mRNA level of *Jagged1* and the proportion of JAGGED1^+^ cells were decreased in the *Shh*-*Stk11* lungs, likely due to the significantly reduced proportion of ciliated cells at this stage (Fig. 6g, h, Supplementary Fig. S7g). Taken together, our findings indicate that STK11 acts to ensure ciliated cell fate commitment.

## Discussion

In our study, we identified that STK11—in both embryonic and adult lungs—is required for the normal program of ciliated cell differentiation. In the absence of *Stk11*, ciliated cell differentiation is largely impaired. When we inhibited the phosphorylation level of pRB by the PD0332991 treatment, both the increased cell proliferation and impaired ciliated cell differentiation were restored in *Shh-Stk11* lungs. Furthermore, we demonstrated that STK11 regulates cell-cycle exit and ciliated cell differentiation by phosphorylating its downstream target, MARK3, which in turn leads to the inhibition of ERK1/2 signaling-mediated pRB phosphorylation^37,44,49^. Given the clear evidence that decreased expression of STK11 in human diseases is associated with ciliopathies, we conclude that STK11 is a physiological regulator to enforce ciliated cell fate commitment and multiciliogenesis, ensuring the normal program of ciliated cell differentiation.

Notch signaling controls the balance of ciliated and secretory cell fates in developing airways^8^. We found no evidence to support a direct interaction between the STK11 and Notch signaling pathways. It is established that inactivated Notch signaling induces neuroendocrine cell fate specification^50^. The fact that neuroendocrine cell differentiation is not significantly different between *Shh*-*Stk11* and Control lungs provides further evidence that Notch signaling is not impaired in *Shh*-*Stk11* lungs (Supplementary Fig. S2k, l). The relative expression level of *Jagged1* is not significantly decreased in the E13.5, E14.5, or E16.5 *Shh*-*Stk11* lungs, and the expression of JAGGED1 in many acetylated-α-tubulin^−^ cells of E16.5 *Shh*-*Stk11* lungs suggest that these airway epithelial progenitors may have acquired the ciliated cell fate.

Once they have adopted a low Notch signaling-dependent ciliated cell fate, the preciliated cells initiate the expression of ciliary genes to launch the multiciliogenesis process. It has been demonstrated that multiciliogenesis is a precise process sequentially regulated by the nucleocytoplasmic translocation of E2F4^13^. Once the ciliated cell fate is determined, nuclear E2F4-DP1-Multicilin complex initiates a transcriptional program of centriole biogenesis and turns on genes that are required for multiciliogenesis (e.g., *Deup1, Myb, Ccno*, and *Foxj1*)^15,21,51–54^. Then, E2F4 translocates to cytoplasm and organizes deuterosome assembly centers to initiate centriole amplification^13^. In our study, we found that both the transcriptional coactivator Multicilin (*Mcidas*) and genes that are transcriptionally regulated by E2F4-DP1-Multicilin complex (*Deup1, Myb, Ccno*, and *Foxj1*), were significantly downregulated in *Shh*-*Stk11* lungs (Fig. 3a, b, Supplementary Dataset S1). This finding demonstrates that loss of *Stk11* impairs the transcriptional program of centriole biogenesis. Furthermore, the increased proportion of club cells observed in *Shh*-*Stk11* lungs suggests that diminished expression of centriole biogenesis genes may causes loss of ciliated cell identity in pre-ciliated cells, allowing these cells to assume a non-ciliated cell fate. We therefore propose that STK11/MARK3/ERK1/2 signaling cascade is required for preventing the plasticity of pre-ciliated cells and ensuring their commitment to multiciliogenesis.

Multiciliated cells are the main constituents of mucociliary epithelia, fulfilling critical roles in epithelia of respiratory, nervous, and reproductive systems by providing the mechanical force to mobilize fluids and external particles across the epithelium. These functions rely on proper ciliated cell differentiation during both development and homeostasis. Understanding the molecular mechanisms underlying the step-by-step ciliated cell differentiation process will provide insight for our future understanding of ciliated cell-related diseases.

## Materials and methods

### Mice

*Shh*-Cre^55^, *Sox2*-CreER^55^, *Rosa26*-mTmG^56^, *Scgb1a1*-CreER^24^, floxed *Rbpj*^57^, and floxed *Stk11*^58^ mice have been described previously. Mice had mixed genetic backgrounds. Noon of the day on which a vaginal plug was detected was considered E0.5. Tamoxifen (75 μg/g body weight) or corn oil was injected into *Scgb1a1*-CreER, floxed *Stk11, Rosa26*-mTmG mice, and mice carrying *Sox2*-CreER, floxed *Stk11* and their respective control embryos. Mice were killed using CO_2_. All experiments were performed in accordance with the recommendations in the Guide for Care and Use of Laboratory Animals of the National Institute of Biological Sciences, Beijing and Cedars-Sinai Medical Center, Los Angeles. All experiments were approved by the Institutional Review Board at the National Institute of Biological Science, Beijing and Cedars-Sinai Medical Center, Los Angeles.

### scRNA-seq analysis

CD45^−^CD31^−^EpCAM^+^ lung epithelial cells from embryonic lungs at E16.5 and adult lung of four male and four female mice (two batches) were FACS sorted and performed for scRNA-seq analysis using the 10× Genomic Chromium system, respectively. CellRanger v2.2.0 software was used with the default settings for de-multiplexing, aligning reads with STAR software to mm 10 mouse reference genome, and counting unique molecular identifiers. Downstream analysis was performed using Seurat v2.3R package. Uniform Manifold Approximation and Projection (UMAP) method has been used for visualization of unsupervised clustering. The cell type of each cluster is determined by known markers of individual cell types. Airway cells are further subset for expression and pseudo-time analysis. Pseudo-time trajectories are performed using Monocle 2R package^59^.

### FACS and cell-cycle analysis

The E16.5 lungs were cut into pieces smaller than 1 mm^3^ after removing the heart. Tissues were then digested using a neutral protease (Worthington Biochemical Corporation) and DNase I (Roche) at 37 °C for 20 min. The reaction was stopped using DMEM medium supplemented with 10% FBS. The tissue suspension was passed through a 40 μm mesh filter (Thermo Scientific) to remove undigested tissue fragments. The supernatant was centrifuged at 300 *g* for 10 min and resuspended with red blood lysis buffer. After centrifuging again, the cells were resuspended with blocking buffer (5% BSA in DPBS) and stained with PE-Cy7 rat anti-CD31 (1:400, 561410, BD biosciences), APC mouse anti-EpCAM (1:400, 17-5791-82, eBioscience), and FITC rat anti-CD45 (1:400, 553080, BD biosciences) for 20 min on ice. DAPI was used to exclude dead cells before sorting. The EpCAM^+^CD45^−^CD31^−^ cells were then sorted via flow cytometry (Aria II, BD Biosciences). The isolated cells were centrifuged at 300 *g* for 10 min. Then they were washed with cold DPBS twice. The cells were resuspended and fixed with precold 70% ethanol for 24 h at 4 °C. For cell-cycle analysis, the fixed cells were stained with PI (P4170, Sigma) supplemented with Rnase A (CW0600S, cwbiotech Corporation) for 15 min at RT. The cell-cycle status was also analyzed by flow cytometry and the data were processed using Flowjo v10 (BD biosciences).

### Administration of inhibitors to mice

The pregnant females were treated with PD0332991 (150 mg/kg, Sigma) by oral gavage from E12.5 to E14.5 each day or with PD0325901 (5 mg/kg, Sigma) by oral gavage at E13.5 or with AICAR (250 mg/kg, Sigma) by intraperitoneal injection from E12.5 to E14.5 each day. Ten-week-old mice were treated with PD0332991 (50 mg/kg, Sigma) every other day for 30 days by oral gavage.

### Trachea culture

The tracheal rudiments were dissected from E13.5 lungs. These tracheal rudiments were made a longitudinal incision with a sharp needle on ice as quickly as possible. The tracheal rudiments were then washed three times in HBSS (Gibco, 14025-092) supplemented with penicillin/streptomycin for 5 min on ice. We next transferred these tracheal rudiments to TransWell units and cultured them at an air–liquid interface of DMEM/F12 medium (Gibco, 11039-021). The tracheal rudiments were cultured for 5 days in vitro. The day when the tracheal rudiments were dissected and cultured in the medium was defined as day 0. For adenovirus infection experiment, the adenovirus was added into the medium at day 0. The virus titer finally used was 10^8^ (PFU/ml). The tracheal rudiments were cultured with adenovirus for 24 h. For the inhibitor chemical treatment experiments, AICAR (10 μM), PD0325901 (10 μM), or PD0332991 (5 μM) was added to the medium at day 0 and withdraw after 72 h treatment, respectively. The medium was changed every day in all experiments.

### RNA sequencing and data processing

Total RNA was extracted from E16.5 lungs using a Direct-zol^TM^ RNA MiniPrep kit (ZYMO RESEARCH, R2050). The sequencing was performed at the Sequencing Center of NIBS with SE50 using a Hiseq-2500 instrument. RNA-seq analyses of E16.5 lungs were performed with at least two independent biological replicates. Enriched GO and KEGG pathway terms for RNA-seq differentially expressed gene sets were identified using DAVID. Visualization of RNA-seq was performed using the Integrative Genomics Viewer.

### Immunohistochemistry

Mouse lungs were fixed in 4% paraformaldehyde at 4 °C overnight. For frozen sections, lungs were immersed in sucrose, and then embedded in OCT. For paraffin sections, lungs were dehydrated in a gradient of ethanol, made transparent with xylene, and embedded in wax. Immunofluorescence staining was performed using the following primary antibodies: rabbit anti-STK11 antibody (Cell Signaling, 13031, 1:500), mouse anti-acetylated-α-Tubulin (Sigma, T6793, 1:2000), mouse anti-FOXJ1 (eBioscience, 14-9965, 1:500), mouse anti-MYB (Santa Cruz, sc-74512, 1:500), rabbit anti-Ki67 (Abcam, ab15580, 1:300), chicken anti-GFP antibody (Abcam, ab13970, 1:1000), rabbit anti-AMPKα (PRKAA1) antibody (Cell Signaling, 2535 s, 1:500), rat anti-E-Cadherin (Invitrogen clone ECCD-2, 1:500), rabbit anti-PH3 (Millipore, 06–570, 1:100), rabbit anti-SCGB1A1 (Millipore, 07–623, 1:300), rabbit anti-phosphorylated MARKs antibody (Cell Signaling, 4836, 1:200), rabbit anti-Caspase3 antibody (Cell Signaling, 9664 s, 1:300), goat anti-SOX2 antibody (Santa Cruz, sc-17320, 1:100), mouse anti-P63 (Santa Cruz, sc-8431, 1:500), rabbit anti-CGRP antibody (Sigma, C8198, 1:300), mouse anti-Flag antibody (Sigma, A2220, 1:200), rabbit anti-phosphorylated ERK1/2 antibody (Cell Signaling, 4370S, 1:200), rabbit anti-p-pRB antibody (Cell Signaling, 8516, 1:1600), rabbit anti-JAG1 antibody (Cell Signaling, 70109, 1:1000), and mouse anti-IdU antibody (BD Biosciences, 347580, 1:500). The following secondary antibodies were used: Alexa Fluor 488-Donkey anti-goat (Jackson Immuno Research), Alexa Fluor Cy3-Donkey anti-rabbit (Jackson Immuno Research), Alexa Fluor 488-Donkey anti-chicken (Jackson Immuno Research), Alexa Fluor 568-Donkey anti-rat (Jackson Immuno Research), and Alexa Fluor 647-Donkey anti-rat (Jackson Immuno Research), Alexa Fluor 647-Donkey anti-rabbit (ThermoFisher Scientific), Alex Fluor 568-Donkey anti-mouse IgG (H + L) (ThermoFisher Scientific). All of the Alexa Fluor coupled secondary antibodies were used at 1:500 dilutions.

Immunohistochemical staining for STK11, phosphorylated MARKs, MYB, and FOXJ1 were performed using a TSA Biotin Tyramide Amplification system (SAT700001EA, Perkin Elmer) for amplification. The following secondary antibodies were used: Biotin-SP-conjugated AffiniPure Donkey anti-rabbit (Jackson Immuno Research), Biotinylated horse anti-mouse (Vector Laboratories). The cultured tracheas were collected and fixed in 4% paraformaldehyde at 4 °C for 1 h. Then they were immersed in sucrose and embedded in OCT.

### Microscopy and imaging

Tissue section immunofluorescence staining was imaged using confocal microscopy (Leica Corporation). Cells were counted based on the basis of nuclear staining with DAPI and specific cell markers of the respective cell types. Cells were counted using ×40 magnification fields covering the whole left lung. Images were processed and analyzed using ImageJ (NIH), Adobe Photoshop (Adobe), and Adobe Illustrator (Adobe).

### Adenovirus production

The genes encoding the kinase-dead variants of *Stk11* and wild-type *Stk11* were cloned from the plasmids kindly provided by Dr Hongbin Ji. To disable the kinase activity of STK11, the lysine residue at position 78 was mutated into isoleucine. The *Mark3*^*CA*^ gene was synthesized by Obio Technology (Shanghai). The STK11^WT^ adenovirus and STK11^KD^ adenovirus were constructed by cloning wild-type *Stk11* and kinase-dead variants of *Stk11* into the vector pAdeno-MCMV-EGFP-P2A-MSC-3FLAG. The MARK3^CA^ and MARK3^WT^ adenovirus were constructed by cloning the mutant MARK3 and wild type MARK3 into the vector pAdeno-MCMV-3FLAG-P2A-EGFP. The GFP-adenovirus, STK11^WT^ adenovirus, STK11^KD^ adenovirus, MARK3^WT^ adenovirus, and MARK3^CA^ adenovirus were purchased from Obio Technology (Shanghai).

### Analyze the adenovirus infection efficacy

The infection efficacy of Ad-GFP, Ad-STK11^WT^, and Ad-STK11^KD^ was determined by performing immunofluorescence staining with an antibody against GFP. The infection efficacy of Flag-tagged Ad-GFP, Ad-MARK3^WT^ and Ad-MARK3^CA^ was determined by performing immunofluorescence staining with an antibody against Flag.

### RNA extraction and qPCR

The total RNA of E16.5 lungs was extracted using Trizol reagent (Ambion) and Direct-Zol RNA Miniprep kits (ZYMO research). RNA was reverse transcribed into first-strand complementary DNA using HiScript II Q RT SuperMix (Vazyme). The qPCR analysis was performed on a CFX96 Tough instrument (Bio-Rad) using KAPA SYBR FAST qPCR Master Mix (KAPA). The primers were provided in Supplementary Table S1.

### Statistical analysis

All in vivo quantifications are based on the airway epithelial cells of the intrapulmonary airways in embryonic lungs. All quantification data are presented as the mean ± SEM. (as indicated in figure legends). All quantification data presented in the figures were collected from at least three experimental replications per group on different days using different mice. We used two-tailed Student’s *t* tests to assess differences between means.

## Supplementary information

Supplementary Information

Supplementary Dataset S1

## Data Availability

The RNA-seq data along with their associated meta data have been deposited in the GEO database under accession code GSE116690 and GSE123838. All relevant data of this study are available from the authors upon reasonable request.

# Supplementary material for: STK11 is required for the normal program of ciliated cell differentiation in airways
**Source:** Cell Discov. 2019 Jul 16;5:36. doi: 10.1038/s41421-019-0104-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **The Supplementary information file includes:**

**Supplementary Figs. S1 to S7.**

**Supplementary Table S1.**

The list of primers used for qPCR\_related to Material and Methods.

**Supplementary Dataset S1.**

The information of RNA-seq datasets\_related to Fig 3.

Figure S1

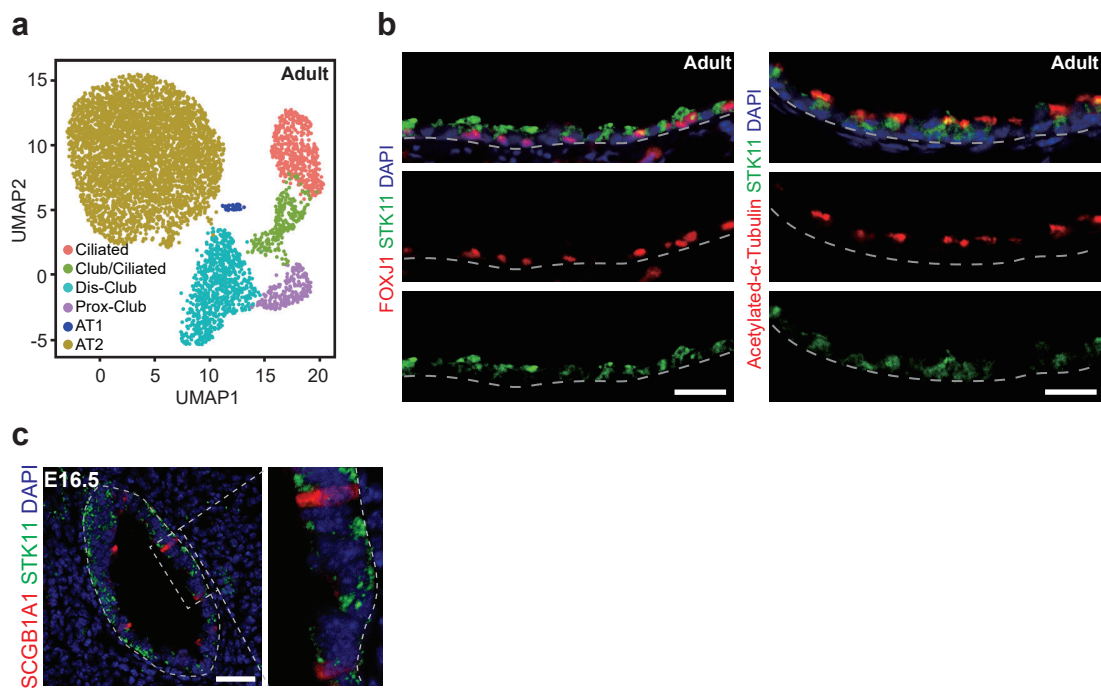

**Figure S1.** Analyzing of *Stk11* during ciliated cell development by scRNA-seq and immunostaining. **a** The UMAP plots of scRNA-seq of epithelial cells from adult lungs showed six clusters. **b** Immunofluorescence staining with antibodies against FOXJ1 (left), Acetylated- $\alpha$ -tubulin (right), and STK11 in lungs of adult mice. **c** Immunofluorescence staining with antibodies against STK11 and SCGB1A1 in E16.5 lungs. Scale bars: **b**: 20  $\mu\text{m}$ ; **c**: 25  $\mu\text{m}$ .

**Figure S2**

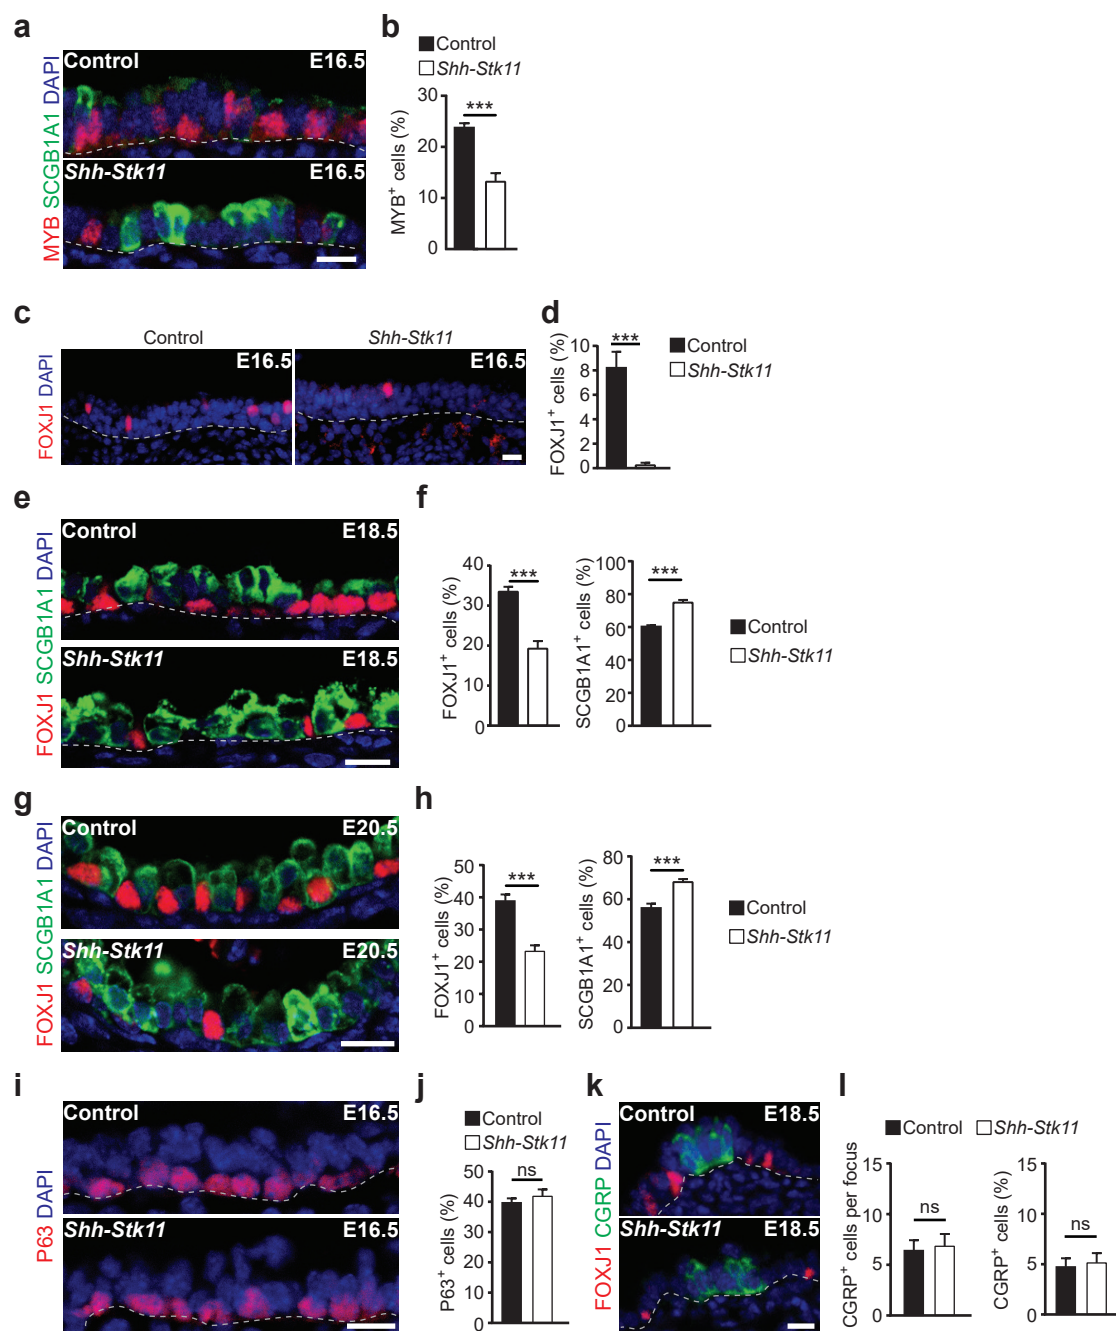

**Figure S2.** Loss of STK11 in airway progenitor cells impairs airway epithelial cell differentiation. **a** Immunofluorescence staining with antibodies against MYB and SCGB1A1 in E16.5 lungs. **b** The proportion of MYB<sup>+</sup> cells in the intrapulmonary airways of E16.5 lungs (Control, n=3; *Shh-Stk11*<sup>F/F</sup>, n=4). **c** Immunofluorescence staining with an antibody against FOXJ1 in the trachea of E16.5 lungs. **d** The proportion of FOXJ1<sup>+</sup> ciliated cells in the tracheal epithelium of E16.5 lungs (n=4). **e** Immunofluorescence staining with antibodies against FOXJ1 and SCGB1A1 in E18.5 control lungs and *Shh-Stk11*<sup>F/F</sup> lungs. **f** The proportion of FOXJ1<sup>+</sup> cells in E18.5 lungs and the proportion of SCGB1A1<sup>+</sup> cells in E18.5 lungs (n=3). **g** Immunofluorescence staining with antibodies against FOXJ1 and SCGB1A1 in E20.5 control lungs and *Shh-Stk11*<sup>F/F</sup> lungs. **h** The proportion of FOXJ1<sup>+</sup> cells in E20.5 lungs and the proportion of SCGB1A1<sup>+</sup> cells in E20.5 lungs (Control, n=5; *Shh-Stk11*<sup>F/F</sup>, n=8). **i** Immunofluorescence staining with an antibody against P63 in E16.5 lungs. **j** The proportion of P63<sup>+</sup> cells in the tracheal epithelium of E16.5 lungs (n=3). **k** Immunofluorescence staining with antibodies against FOXJ1 and CGRP in E18.5 lungs. **l** The CGRP<sup>+</sup> cell per focus and the proportion of CGRP<sup>+</sup> cells in E18.5 lungs (n=3). ns, not significant; \*\*\*, *P*<0.001. Data shown in the graphs are means ± SEM. Student's *t*-test. Scale bars: 11 μm.

**Figure S3**

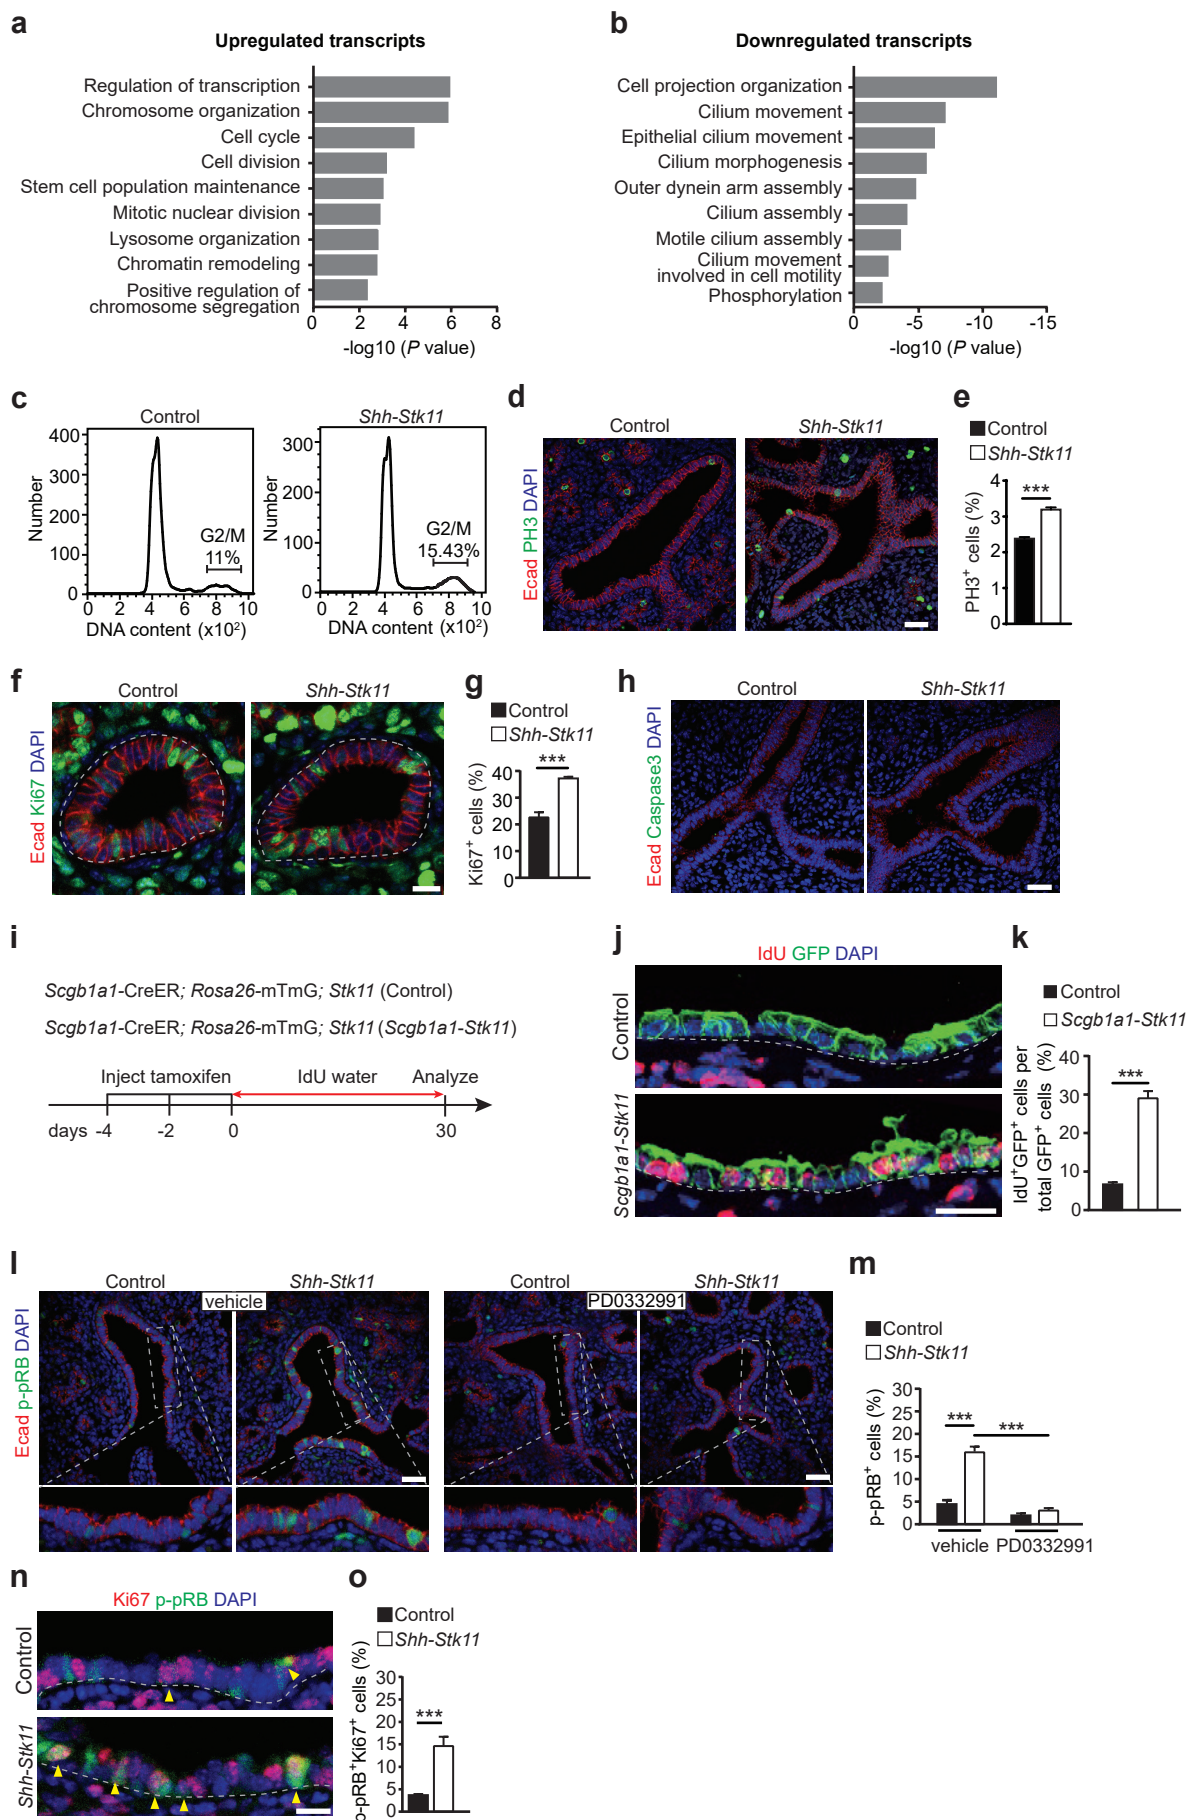

**Figure S3.** Increased cell proliferation in *Shh-Stk11<sup>F/F</sup>* lungs. **a-b** DAVID Gene Ontology (GO) analysis of genes that are up-regulated (a) or down-regulated (b) in the E16.5 *Shh-Stk11<sup>F/F</sup>* lungs as compared to Control lungs. **c** The cell-cycle progression status of epithelial cells in E16.5 lungs was analyzed with PI staining. **d** E16.5 lungs were stained with an antibody against Phospho-Histone H3 (PH3). **e** The proportion of PH3<sup>+</sup> cells in the intrapulmonary airways of E16.5 lungs (n=3). **f** Immunofluorescence staining with antibodies against Ki67 and Ecad in E16.5 lungs. **g** The proportion of Ki67<sup>+</sup> intrapulmonary airway epithelial cells in E16.5 lungs (n=4). **h** Immunofluorescence staining with antibodies against Caspase3 and Ecad in E16.5 lungs. **i** 10 week-old *Scgb1a1-CreER; Rosa26-mTmG; Stk11<sup>F/+</sup>* (Control) and *Scgb1a1-CreER; Rosa26-mTmG; Stk11<sup>F/F</sup>* (*Scgb1a1-Stk11<sup>F/F</sup>*) mice were treated with three doses of tamoxifen and given IdU water for 30 days before analyzing. **j** Immunofluorescence staining with antibodies against IdU and GFP at day 30. **k** The proportion of IdU<sup>+</sup> cells in the GFP labeled intrapulmonary airway epithelium after IdU water treatment for 30 days (n=4). **l** Immunofluorescence staining with antibodies against Ecad and p-pRB in E16.5 lungs after the vehicle or PD0332991 treatment. **m** The proportion of p-pRB<sup>+</sup> cells in the intrapulmonary airway epithelium after PD0332991 treatment (vehicle Control, n=3; vehicle *Shh-Stk11<sup>F/F</sup>*, n=3; PD0332991 Control, n=4; PD0332991 *Shh-Stk11<sup>F/F</sup>*, n=3). **n** Immunofluorescence staining with antibodies against Ki67 and p-pRB in E16.5 lungs. **o** The proportion of Ki67<sup>+</sup>p-RB<sup>+</sup> cells in the Ki67<sup>+</sup> intrapulmonary airway epithelial cells in E16.5 lungs (n=4). \*\*\*, *P*<0.001. Data shown in the graphs are means ± SEM. Student's *t*-test. Scale bars: **d, h, l**: 25 μm; **f, n**: 11 μm. **j**: 20 μm.

Figure S4

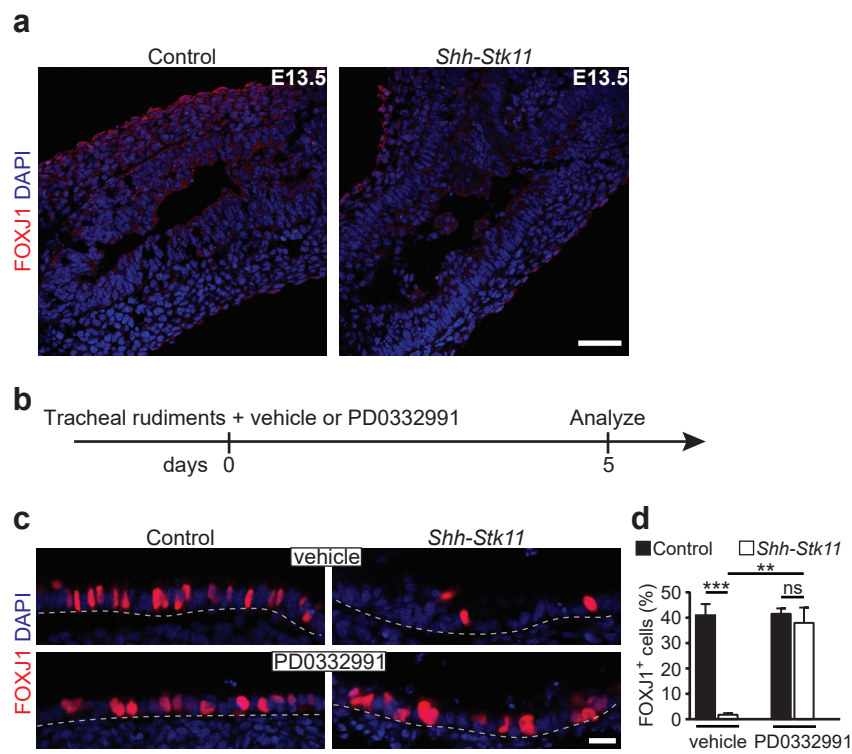

**Figure S4.** Inhibition of cell proliferation can rescue ciliated cell differentiation defect in the *Stk11*-deficient tracheal rudiments. **a** Immunofluorescence staining with an antibody against FOXJ1 in the tracheal rudiments of E13.5 lungs. **b** E13.5 tracheal rudiments were cultured with vehicle or PD0332991 for 5 days. **c** Immunofluorescence staining with an antibody against FOXJ1 in the tracheal rudiments at day 5. **d** The proportion of FOXJ1<sup>+</sup> ciliated cells in cultured tracheal rudiments at day 5 (n=3). ns, not significant; \*\*,  $P<0.01$ ; \*\*\*,  $P<0.001$ . Data shown in the graphs are means  $\pm$  SEM. Student's *t*-test. Scale bar: **a**: 25  $\mu$ m; **c**: 11  $\mu$ m.

**Figure S5**

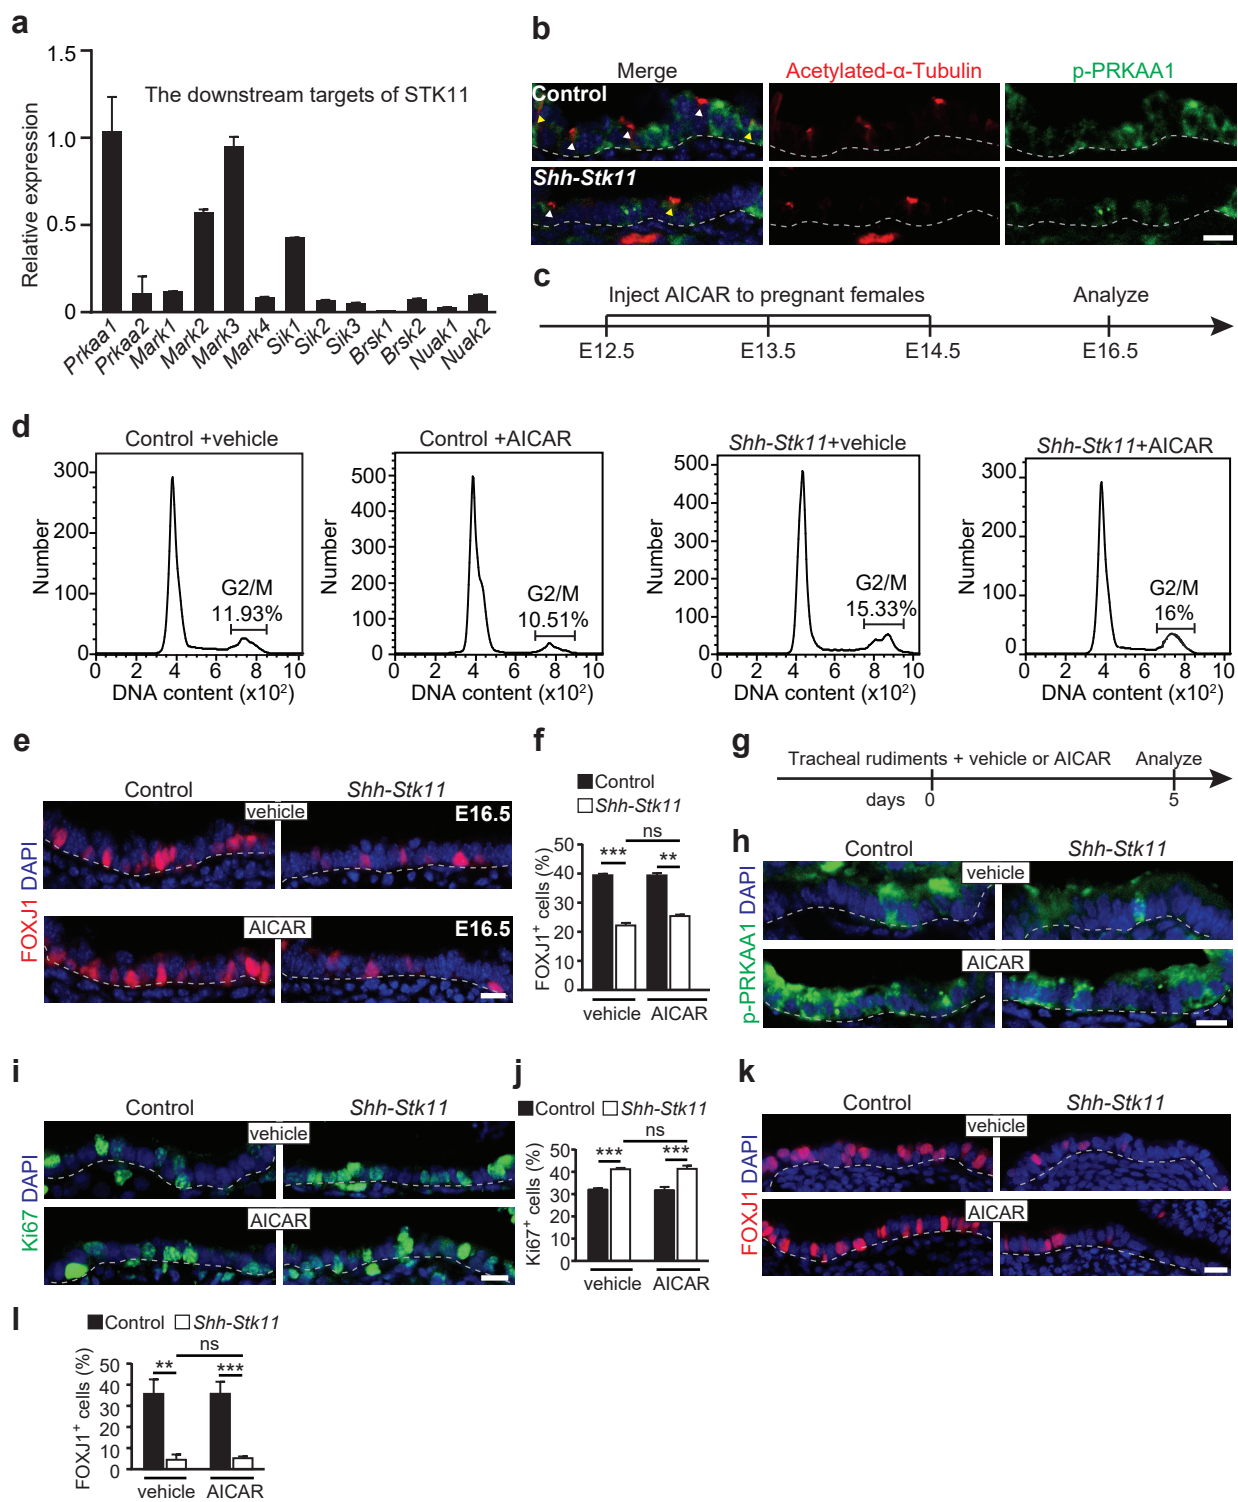

**Figure S5.** Activating p-PRKAA1 cannot rescue impaired ciliated cell differentiation both *in vivo* and *in vitro*. **a** The mRNA levels of STK11-downstream genes in the epithelial cells of E16.5 lungs (n=3). **b** Immunofluorescence staining with antibodies against p-PRKAA1 and Acetylated- $\alpha$ -Tubulin in E16.5 lungs. White arrows indicate ciliated cells positive for Acetylated- $\alpha$ -Tubulin but negative for p-PRKAA1. Yellow arrows indicate ciliated cells positive for both Acetylated- $\alpha$ -Tubulin and p-PRKAA1. **c** Pregnant mice were treated with AICAR by intraperitoneal injection from E12.5 to E14.5 each day. Lungs were analyzed at E16.5. **d** The cell-cycle progression status of epithelial cells in E16.5 lungs was analyzed by PI staining. **e** Immunofluorescence staining with an antibody against FOXJ1 in the E16.5 lungs after the vehicle or AICAR treatment. **f** The proportion of FOXJ1<sup>+</sup> cells in the intrapulmonary airways of E16.5 lungs after the treatments (n=3). **g** E13.5 tracheal rudiments were cultured with AICAR for 5 days. **h** Cultured tracheal rudiments were stained with an antibody against p-PRKAA1 at day 5 after AICAR treatment. **i** Cultured tracheal rudiments were stained with antibodies against Ki67 at day 5. **j** The proportion of Ki67<sup>+</sup> epithelial cells in the cultured tracheal rudiments at day 5 (vehicle Control, n=3; vehicle *Shh-Stk11*<sup>F/F</sup>, n=3; AICAR Control, n=3; AICAR *Shh-Stk11*<sup>F/F</sup>, n=4). **k** Cultured tracheal rudiments were stained with an antibody against FOXJ1 at day 5. **l** The proportion of FOXJ1<sup>+</sup> ciliated cells in cultured tracheal rudiments at day 5 (vehicle Control, n=4; vehicle *Shh-Stk11*<sup>F/F</sup>, n=4; AICAR Control, n=3; AICAR *Shh-Stk11*<sup>F/F</sup>, n=3). ns, not significant; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . Data shown in the graphs are means  $\pm$  SEM. Student's *t*-test. Scale bars: 11  $\mu$ m.

**Figure S6**

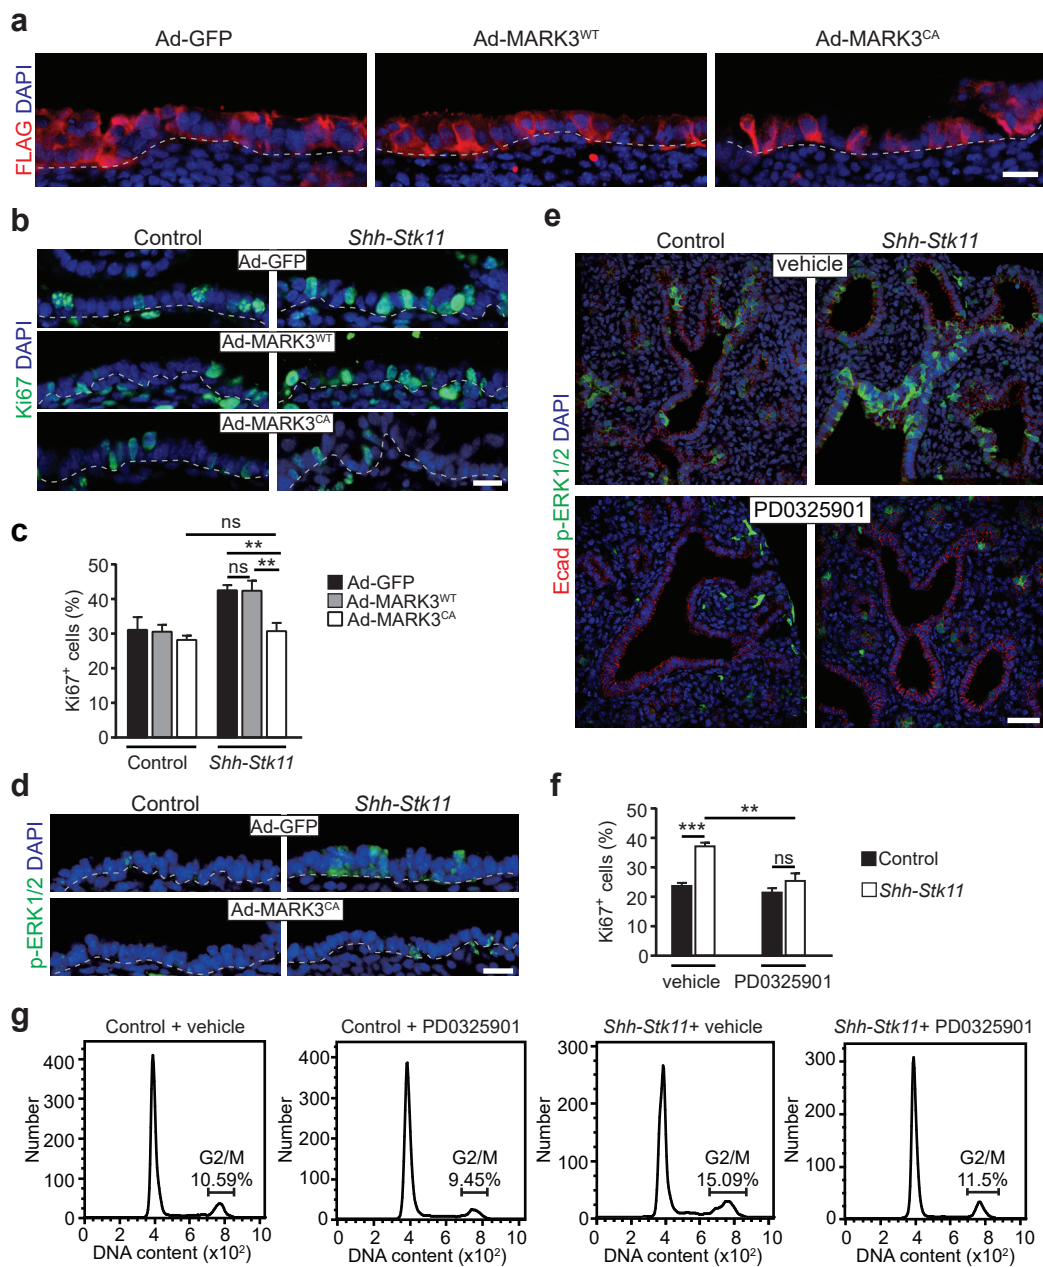

**Figure S6.** STK11/MARK3 cascade controls ciliated cell differentiation by limiting the activity of ERK1/2 signaling. **a** Cultured tracheal rudiments were stained with an antibody against Flag at day 5 to indicate the adenovirus infection efficiency. **b** Cultured tracheal rudiments were stained with antibodies against Ki67 at day 5 after adenovirus infection. **c** The proportion of Ki67<sup>+</sup> epithelial cells in the cultured tracheal rudiments were quantified (n=3). **d** Cultured tracheal rudiments were stained with antibodies against p-ERK1/2 at day 5 after adenovirus infection. **e** Immunofluorescence staining with antibodies against p-ERK1/2 and Ecad in E16.5 lungs after the vehicle or PD0325901 treatment. **f** The proportion of Ki67<sup>+</sup> cells in the intrapulmonary airways of E16.5 lungs after PD0325901 treatment (vehicle Control, n=4; vehicle *Shh-Stk11<sup>F/F</sup>*, n=4; PD0325901 Control, n=9; PD0325901 *Shh-Stk11<sup>F/F</sup>*, n=7). **g** The cell-cycle status of epithelial cells in E16.5 lungs after the vehicle or PD0325901 treatment were analyzed with PI staining. ns, not significant; \*\*,  $P<0.01$ ; \*\*\*,  $P<0.001$ . Data shown in the graphs are means  $\pm$  SEM. Student's *t*-test. Scale bars: **a**, **b**, **d**: 11  $\mu$ m; **e**: 25  $\mu$ m.

Figure S7

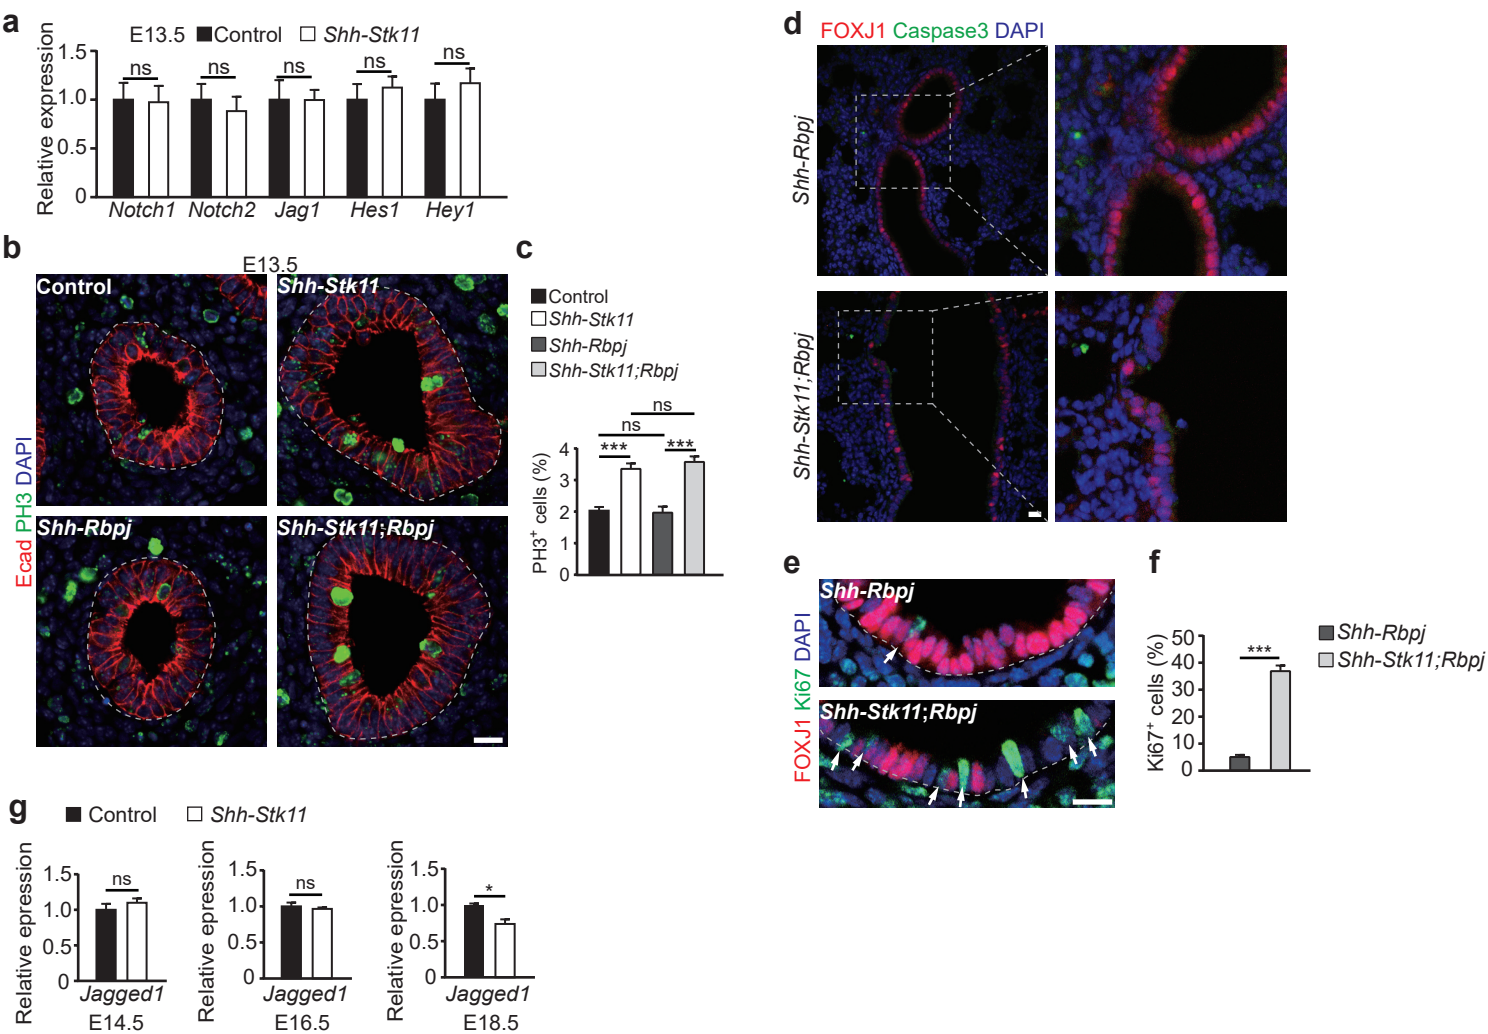

**Figure S7.** The function of STK11 in regulating ciliated cell differentiation is independently of Notch signaling. **a** The mRNA expression level of Notch signaling pathway genes in the E13.5 Control lungs and *Shh-Stk11<sup>F/F</sup>* lungs. **b** Immunofluorescence staining with antibodies against PH3 and Ecad in E13.5 Control lungs, *Shh-Stk11<sup>F/F</sup>* lungs, *Shh-Rbpj<sup>F/F</sup>* lungs, and *Shh-Stk11<sup>F/F</sup>; Rbpj<sup>F/F</sup>* lungs. **c** The proportion of PH3<sup>+</sup> airway epithelial cells in the intrapulmonary airways of E13.5 lungs (Control, n=4; *Shh-Stk11<sup>F/F</sup>*, n=3; *Shh-Rbpj<sup>F/F</sup>*, n=4; *Shh-Stk11<sup>F/F</sup>; Rbpj<sup>F/F</sup>*, n=3). **d** Immunofluorescence staining with antibodies against Caspase3 and FOXJ1 in E16.5 *Shh-Rbpj<sup>F/F</sup>* lungs and *Shh-Stk11<sup>F/F</sup>; Rbpj<sup>F/F</sup>* lungs. **e** Immunofluorescence staining with antibodies against FOXJ1 and Ki67 in E16.5 lungs. White arrows indicate the FOXJ-Ki67<sup>+</sup> cells. **f** The proportion of Ki67<sup>+</sup> cells in the intrapulmonary airways of E16.5 lungs (*Shh-Rbpj<sup>F/F</sup>*, n=4; *Shh-Stk11<sup>F/F</sup>; Rbpj<sup>F/F</sup>*, n=6). **g** The mRNA level of *Jagged1* in the epithelia of Control and *Shh-Stk11<sup>F/F</sup>* lungs at E14.5, E16.5, and E18.5. ns, not significant, \*,  $P < 0.05$ ; \*\*\*,  $P < 0.001$ . Data shown in the graphs are means  $\pm$  SEM. Student's *t*-test. Scale bars: **b**, **d**, **e**: 11  $\mu$ m.

**Table S1. Sequences of DNA primers used for RT-qPCR**

| Gene           | Forward sequence (5'-3') | Reverse sequence (5'-3') |
|----------------|--------------------------|--------------------------|
| <i>Gapdh</i>   | CATCACTGCCACCCAGAAGACTG  | ATGCCAGTGAGCTTCCCGTTTCAG |
| <i>Myb</i>     | GAAAGTGCCTCACCAGCAAGGT   | CGAGCTTTCATGGTTGCTGGAAG  |
| <i>Mcidas</i>  | GTGGAAGTCCTTTTCGGGATGC   | TAGGAGACGCTTCGGTTCGAG    |
| <i>Foxj1</i>   | CTCCTATGCCACTCTCATCTGC   | GACAGGTTGTGGCGGATGGAAT   |
| <i>Scgb1a1</i> | GGTTATGTGGCATCCCTGAAGC   | GCTTACACAGAGGACTTGTTAGG  |
| <i>Muc5b</i>   | CTGAAGACCTGTCGGAACCCAA   | GCCACACACTTCATCTGGTCCT   |
| <i>Ranbp2</i>  | ATGGTTGCTGGCGAAGTGCTGA   | ATCTTCTGCCCATCGAGGTGGT   |
| <i>Smc5</i>    | TGCGTGATACGAACAGGCACCT   | GCAAGTATCCTGTTCCATCAGCC  |
| <i>Mki67</i>   | GAGGAGAAACGCCAACCAAGAG   | TTTGTCTCGGTGGCGTTATCC    |
| <i>Sgo2a</i>   | ACCACAGGACACAGAAGTCGAC   | GTTGAGAGGGACGCACTGTCTT   |
| <i>Taf1</i>    | ATCCTACAGGCTGTGGTGAAGG   | TTCAGAGACAGGCGACGAAGGT   |
| <i>Ccnd2</i>   | GCAGAAGGACATCCAACCGTAC   | ACTCCAGCCAAGAAACGGTCCA   |
| <i>Cenpe</i>   | AGGATCATGCCACCGAGAAGAC   | GCTGTGTCTCTTGAGTTTCTGG   |
| <i>Prkaa1</i>  | GGTGTACGGAAGGCAAAATGGC   | CAGGATTCTTCCTTCGTACACGC  |
| <i>Prkaa2</i>  | CTGAAGCCAGAGAATGTGCTGC   | GAGATGACCTCAGGTGCTGCAT   |
| <i>Mark1</i>   | TGAAGGTCCAGCGGAGCATCTC   | CCTCTTGGTGTATGAGACGGCA   |
| <i>Mark2</i>   | GAACCTCTCCCTGACTACAAGG   | GGAGCAGATAGGTAGCCATCAC   |
| <i>Mark3</i>   | CAGTCTCCTCATCACAAGGGC    | TGCTGGTCTGACTCCTCTTTGG   |
| <i>Mark4</i>   | CTGCGGAGATTTCTGGTGCTGA   | TCCGTGTATGGCTTCAGCTCCT   |
| <i>Sik1</i>    | GCGACTACAACGAACAGGTGCT   | GTAGGAGGTAGTAAATGGCGGC   |
| <i>Sik2</i>    | GCTGCCTTTATGGAGGAAGAGTG  | GAGGTCTCCATCATACTGCTGG   |
| <i>Sik3</i>    | AACGGCAGCTAGGACAACAGTC   | GTGTTGGAGTCCTTGATAGGTGG  |
| <i>Brsk1</i>   | GACGTTCTGGAAAGCATGGCGT   | GGTCTTCACAGCTAGGATACCG   |
| <i>Brsk2</i>   | CGGAAAGAACGGTATCCAAGCC   | CATCTGTCACACTGAGCACTTCC  |
| <i>Nuak1</i>   | CAGATCAGCAGCGGAGAGTACC   | CAATGGTTGGCGATGTCCTCGA   |
| <i>Nuak2</i>   | CTGGTGAAGCAAATCAGTAACGG  | CCACCAATGACTGGCTACATCC   |
| <i>Notch1</i>  | GCTGCCTCTTTGATGGCTTCGA   | CACATTCGGCACTGTTACAGCC   |
| <i>Notch2</i>  | CCACCTGCAATGACTTCATCGG   | TCGATGCAGGTGCCTCCATTCT   |
| <i>Jag1</i>    | TGCGTGGTCAATGGAGACTCCT   | TCGCACCGATACCAGTTGTCTC   |
| <i>Hes1</i>    | GGAAATGACTGTGAAGCACCTCC  | GAAGCGGGTCACCTCGTTCATG   |
| <i>Hey1</i>    | CCAACGACATCGTCCCAGGTTT   | CTGCTTCTCAAAGGCACTGGGT   |

How the deposited data were processed for this re-analysis (not part of the article)

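The data analysed are 2 single-cell RNA-seq libraries of epithelial cells sorted from the lungs of adult mice, each pooling 2 male and 2 female mice. The embryonic libraries, bulk RNA-seq, qPCR and staining of the paper were not analysed here. The authors aligned the reads with STAR to mm10, counted UMIs with CellRanger and deposited the raw counts per gene and cell. The annotation release and the filter on cells are not given in the sources used here. Of the 15435 genes in the deposited table, 15268 were detected in library 1 and 14349 in library 2. Each gene detected in a library was found in at least 3 of its cells. The deposited normalized values are on a natural log scale, and were used only to check the raw counts. Both libraries came from a table whose column names give the library of each cell.

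Analyses used Python 3.11.15 with scanpy 1.11.5, scipy 1.17.1 and scikit-learn 1.9.0, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Counts were scaled to 10000 UMIs per cell and log-transformed for clustering only. Clusters came from 2000 variable genes, 20 principal components, 30 neighbours and a Leiden resolution of 0.5, with values limited to 10 standard deviations. A class of markers was called on in a cluster where the median level of its genes, as CPM, was at least 0.15 of that of the highest cluster, over markers that reached 5 CPM. The levels of alveolar type I markers were computed but gave no name. This rule and its limit were set after the clusters were seen. The rule fixed earlier for Club/Ciliated, at least 3 markers of each kind raised over AT2 cells, would have given that name to every airway class, since traces of these markers lay above AT2 cells in each. Any limit above 0.0810 and up to 0.173 gives the airway clusters the same names. The limit decided which 97 cells were set apart as mixed with AT2, 71 in library 1 and 26 in library 2. The 7 cells with UMIs of at least 3 neuroendocrine markers were also set apart, by a rule made after the clusters were seen, as was the rule of at least 10 markers by which alveolar type I cells were counted.

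Raw counts were summed per library and class, giving 8 sums for the airway classes. They were tested with edgeR's quasi-likelihood test after filterByExpr and TMM, over 10675 genes, at a threshold of 0.05 on the Benjamini-Hochberg adjusted p. TMM factors ran from 0.627 in Dis-Club to 2.05 in Ciliated. The common biological coefficient of variation was 0.124. Tested on simulated data with 200 changed genes, the comparison of Ciliated against Dis-Club over 8278 genes found 60.0% of the genes changed by 1 on the log2 scale and 95.0% of those changed by 2, and 1.27% of its calls were false. Every simulated class was drawn from the Dis-Club profile, so apart from the changed genes the classes did not differ in composition. The simulation therefore does not test the scaling, and its share of false calls need not hold for the data. Classes with the same library number come from the same batch and the same mice, as the methods state for the batches, and the correlation of their deviations from the class means ran from 0.07 to 0.20 over 6 pairs of classes.

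Cells are not replicates, so no p-value was computed from cells. Doublets were examined by Scrublet, by cells with both Xist and Y-linked UMIs, and by comparison with 2000 artificial pairs per library. The mixture of classes that best fits the Club/Ciliated counts was found by non-negative least squares over genes of at least 20 CPM, with 5 CPM added before logs. Tested on a simulated mixture with 200 changed genes over 3874 genes, it found 100% of them, and 28.8% of UMIs from Ciliated where 30% were drawn. These genes were changed well beyond the 2-fold limit, in a single simulated profile, so nearly all had to be found. Changes near that limit, or asked for in both libraries, were not simulated.

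The mapping of samples, the tests and most alternatives were written before the data were examined. The genes named in the text are Stk11, Foxj1 and Scgb1a1, the genes the paper names for other experiments, its 13 qPCR targets of STK11, the 4 partners of STK11, the genes that mark sex and the cell type markers. Saa3, Lcn2, Cxcl5, Mgp, Gdf15, Arhgdig, Thbs1, Cbarp and eGFP were named after their values were seen. The alternatives were DESeq2, no filter on low counts, the library as a block, each library left out, other treatments of doublets, another filter on cells, other resolutions, no centring by library, the studied genes kept for clustering, gates on markers, other library sizes, thinning of cells and, for the pseudo-time order, other neighbours, ends and orders.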

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

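All tests in this part were chosen after the results were seen.

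The count table holds a gene named eGFP, which the paper does not discuss for these mice. It had 41.3 UMIs per AT2 cell in library 1 and 32.4 in library 2, and 99.1% and 99.5% of AT2 cells had at least 1. In Ciliated cells the shares were 53.0% and 58.8%, at 1.12 and 1.33 UMIs per cell and median depths of 6432 and 7028 UMIs. Free RNA from AT2 cells is a candidate source of the UMIs in airway cells. The eGFP level of Ciliated cells, as CPM, was 2.71% of that of AT2 cells in library 1 and 3.14% in library 2. Across the 14 AT2 markers this ratio ran from 1.02 to 12.4% in library 1 (median 1.60%) and from 1.14 to 14.6% in library 2 (median 1.89%). The eGFP ratio lies inside that range but above 12 of the 14 markers in library 1, and a marker that Ciliated cells make themselves, which was not tested for Abca3, the highest, could widen the range, so free RNA and a low level of expression cannot be told apart. The rule written for this test asked only whether eGFP fell inside the range of the markers, which it does; the verdict was made stricter once the values were known. No biological explanation was tested, as the sources used here do not say which mice carried eGFP.

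UMIs of at least 3 of 5 neuroendocrine markers were found in 7 cells, all in library 1, which the paper does not report among its clusters. They held 82.9% of all Calca UMIs (290 of them, against 60 in the remaining cells) but 0.119% of all UMIs. Calca is among the 5 markers that picked these cells, so part of its excess follows from the rule. The rule asks only that a marker be found, not for 290 UMIs in 7 cells. Free RNA would spread Calca over cells by their UMIs, which these values argue against. Scgb1a1 made up 23.5% of their UMIs, and 0 of the 7 held transcripts of both sexes, too few cells to exclude droplets that also caught a club cell. With 0 such cells in library 2, nothing can be said of their number between mice, and no biological explanation was tested.

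A cluster of 434 cells, named AT2 from a level of AT2 markers of 0.946 of that of the highest cluster, had Saa3, Lcn2 and Cxcl5 among its top 10 genes, but 0 AT2 markers and 1 Dis-Club marker, Itih4, which over all cells was higher in AT2 than in Dis-Club. It held 401 cells of library 1 and 33 of library 2, so 92.4% came from 1 library. It made up 18.4% of AT2 cells in library 1 and 1.73% in library 2. Over all AT2 cells, Lcn2 stood at 5002 CPM in library 1 and 929 CPM in library 2, a ratio of 5.39, and Saa3 had 4014 UMIs in library 1 and 19 in library 2. Depth alone would leave CPM alike, so it is argued against as the whole cause. Each batch holds its own mice, so a difference between the batches, such as the digestion or the sort, and a difference between the mice cannot be told apart, and no biological explanation was tested.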

How the results depend on the processing

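The alternatives without TMM, with no thinning, with thinning outside the 20 most abundant genes, with the highest 5% of Scrublet scores removed and with other scalings along the pseudo-time order were chosen after the results were seen; the others were listed beforehand. Of the values that answer a comparison, 120 kept their direction and their side of the threshold or moved by less than the spread between libraries, and 13 moved by more. The others are given with their comparisons. The cause was not tested except where a setting's own construction gives it. Where 1 library was left out, the spread came from the same 2 values, so nearly all such values count as unmoved by construction. Among them are Club/Ciliated against Prox-Club at 0.02 and 0.62, and against Dis-Club at -0.20 and 0.04. Their place in the 120 is thus no sign that they were stable.

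Ciliated stayed above Dis-Club, Prox-Club and Club/Ciliated in Stk11 under all 16 alternatives with a test, with log2 fold changes of 0.45 to 2.23, 0.65 to 2.37 and 0.42 to 1.62. With cells thinned to 2000 UMIs these were 0.45, 0.65 and 0.48 and no longer past the threshold (adjusted p 0.179, 0.193 and 0.320 by edgeR); thinning leaves fewer counts. With classes made by gates, Ciliated against Club/Ciliated was 0.42 (adjusted p 0.0597 by edgeR). Over all alternatives the adjusted p by edgeR or DESeq2 ran from 2.82e-09 to 0.179, from 6.63e-09 to 0.193 and from 6.45e-07 to 0.320 for these comparisons.

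Club/Ciliated against Dis-Club, not past the threshold at -0.06, was 0.13 without the 20 most abundant genes, 0.10 with gates and 0.61 without TMM, the last past the threshold. Adjusted p by edgeR or DESeq2 ran from 0.00698 to 0.965. Club/Ciliated against Prox-Club passed it in these settings, at 0.78, 0.57 and 0.76, with adjusted p by edgeR or DESeq2 from 0.00335 to 0.876 over all alternatives. The 20 genes took 51.7% of the UMIs of Prox-Club and 52.2% of those of Club/Ciliated. For this pair, leaving them out is therefore scarcely another scaling than that without TMM.

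Leaving out a library gives values with no test, since 1 library per class is left. Ciliated against AT2 then ran from 0.63 to 0.72. Ciliated against Dis-Club ran from 0.52 to 0.63, and Club/Ciliated against Dis-Club from -0.20 to 0.04, a change of sign. Club/Ciliated against Prox-Club was 0.02 without replicate 1 and 0.62 without replicate 2. With the library as a replicate block, Ciliated against Dis-Club was 0.55, and the block changed no call on Stk11.

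The rank of Stk11 was 76.5 among 200 matched genes. The share of cells with a Stk11 UMI in Ciliated minus that in Dis-Club, 21.1 percentage points at 2000 UMIs, was 9.27 at 1000 UMIs, 35.4 at 4000 and 11.1 at 2000 UMIs outside the 20 most abundant genes. Club/Ciliated minus Dis-Club, 3.18 points at 2000 UMIs, was 1.91, 9.89 and 0.633 in these settings and 22.9 with no thinning; a share follows depth by construction.

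The log2 ratio of Stk11 along the pseudo-time order, 2.37 as a mean of both libraries, which differed by little, was 2.45 ordered by marker share, 2.33 with 15 neighbours, 1.92 with 3 parts, 2.29 with the stricter filter, 2.28 without centring, 2.89 thinned, 0.79 outside the 20 most abundant genes and 1.38 as UMIs per cell. Cab39 in Ciliated against Dis-Club changed from -0.43 to 1.24 without TMM. The fit planned with 6 classes was run with 5, as no class was named alveolar type I.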

Differences from the paper's values

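The values without TMM and those with no thinning as an alternative come from settings chosen after the results were seen.

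The counts of cells and clusters, and the shares of cells read by eye from Fig. 1c, lay within 1.5 times of the paper's values under the main setting.

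The paper names a cluster of alveolar type I cells. None was named here. In the main setting, 7 cells had UMIs of at least 10 of 14 alveolar type I markers. That rule was set after the data were seen, in place of a looser one, at least 4 of 9 markers, which 330 cells met. With the 3 cells called by Scrublet removed, an alternative set before the data were examined, a cluster of 9 cells had the highest level of these markers, with a ratio of 1 to that of the highest cluster, and a ratio of AT2 markers of 0.188, just above the limit of 0.15. The other AT2 clusters of that setting had 0.166 to 0.325 of the alveolar type I markers and 0.433 to 0.962 of the AT2 markers. The rule used for names, which could not give the name alveolar type I, placed the 9 cells with AT2, so the lack of such a cluster here rests on that rule and on the setting.

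The paper describes Stk11 as strongly enriched in Club/Ciliated cells as well as in Ciliated cells. With TMM, Club/Ciliated differed from Dis-Club by a log2 fold change of -0.06 (adjusted p = 0.821 by edgeR). Without TMM, a setting chosen after the values were seen, it was higher by 0.61 (adjusted p = 0.00698 by edgeR). The normalized values the authors deposited are also relative to all UMIs of a cell, with no TMM. The value of -0.06 is therefore on another scale than theirs. With no thinning, the share of cells with a Stk11 UMI was also higher in Club/Ciliated than in Dis-Club. It was 72.7% against 44.2% in library 1, with intervals that lay apart. In library 2 it was 61.4% (50.1 to 71.9%) against 44.2% (37.6 to 51.0%), with intervals that overlapped. At 4000 UMIs the share was 28.9% against 13.4% in library 2, with intervals that lay apart. The intervals overlapped at 4000 UMIs in library 1 and at 2000 UMIs in both libraries. Against Prox-Club, Club/Ciliated was higher by 0.32, not past the threshold (adjusted p = 0.231 by edgeR). It passed the threshold at 0.78 without the 20 most abundant genes and at 0.57 with gates, both set before the data were examined, and at 0.76 without TMM. The 20 genes took near-equal shares of the UMIs of both classes, so the value without them scarcely differs from that without TMM. For Ciliated cells the values here go the same way as the paper's statement.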

Other observations

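The tests of attached cells, of the mixture of classes and of secretory genes as a cause, and all values without TMM, were chosen after the results were seen.

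Cells of the Club/Ciliated class hold both club and ciliated transcripts, and droplets with more than 1 cell would do so as well. Each library pools both sexes, so a droplet that caught unrelated cells often holds both Xist and Y-linked UMIs. Such cells made up 8.70% of Club/Ciliated in library 1 (4.84 to 14.2%) and 1.20% in library 2 (0.0305 to 6.53%), against 28.5% and 27.3% of artificial pairs of 1 club and 1 ciliated cell. Unrelated pairs are thus argued against as the source of the whole class. In library 1 the share was above the 1.85% of Dis-Club (0.890 to 3.37%), so some may be present there. At a stricter limit of at least 2 UMIs of each kind, 0 of the 161 and 0 of the 83 cells were mixed, against 10.3% and 9.05% of the pairs.

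Club and ciliated cells of 1 mouse that stayed attached would escape that test. Against artificial pairs of 1 sex, Club/Ciliated cells had 90.3% and 74.2% of the UMIs and 93.0% and 83.5% of the club marker UMIs, but 61.7% and 38.6% of the ciliated marker UMIs. Attached whole cells were predicted to match the pairs on each. The pairs were drawn only from cells with either Xist or Y-linked UMIs, which can favour deeper cells. Their median depth was 29997 and 31929.5 UMIs, against 20931 and 19147 in all club and 6432 and 7028 in all Ciliated cells. The shortfall in all UMIs and in club marker UMIs therefore cannot decide. Ciliated marker UMIs of Club/Ciliated cells, at a median of 121 and 81, also lay below the 181 and 195 of all Ciliated cells. Cells between both fates were predicted to carry more pre-ciliated marker UMIs than the pairs. Club/Ciliated cells had 1.47 against 1.42 per cell in library 1 and 0.904 against 1.68 in library 2. These are raw counts, and the pairs held more UMIs and more ciliated marker UMIs in both libraries. The comparison therefore cannot decide for or against cells between fates. A mixture of the other airway classes, with 22.2% and 19.4% of UMIs from Ciliated, left 0 of 3600 genes more than 2-fold off in both libraries. Smaller deviations remained. Foxj1 (log2 0.20 and 0.05) and Dnah5 (0.46 and 0.42) lay above the mixture in both libraries. The other ciliated markers lay below it in both, down to -0.92 (AU040972, library 1) and -0.87 (Tekt1, library 2). Of the pre-ciliated markers, Myb and Plk4 lay above in both and Ccna1 below in both. Mcidas, Ccno and Foxn4 changed sign between libraries. Neither attached whole cells nor cells between fates had all the values predicted for them. Attached cells, cells with part of a neighbour and cells between fates thus cannot be told apart here.

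Stk11 was higher in Ciliated than in the club classes by CPM, and a few secretory genes that fill the libraries of club cells could lower every other gene there. With TMM the log2 fold change of Ciliated against Dis-Club fell from 2.23 to 0.56 and stayed past the threshold, and it was 0.87 without the 20 most abundant genes, so this is argued against as the whole cause and accounts for a large part of the size. For Club/Ciliated against Dis-Club, the difference of 0.61 without TMM came to -0.06 with it and to 0.13 without the 20 most abundant genes, values that are consistent with the same secretory genes as its source.

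Ciliated cells also exceeded AT2 cells in Stk11, by a log2 fold change of 0.74 (standard error 0.15, adjusted p = 5.57e-04 by edgeR). Of the 13 targets of STK11 that the paper measured by qPCR in other samples, 10 were tested here. With TMM, 2 were higher in Ciliated than in Dis-Club and 0 lower (1 and 0 adjusted over the list alone), with 4 higher without the 20 most abundant genes and 9 without TMM. The median of all genes shifted with the scaling, from -0.01 to 0.30 and 1.65. Mark3, on which the paper's model rests, was higher by 0.78 (standard error 0.22, adjusted p = 0.00590 by edgeR), but not past the threshold with DESeq2 (0.85, adjusted p = 0.0510) or with gates (0.47, adjusted p = 0.0613 by edgeR), the highest over its alternatives, with 2.54e-08 the lowest. Sik2 was higher by 0.91 (standard error 0.34, adjusted p = 0.0338 by edgeR), but not past the threshold with DESeq2 (1.07) or at a resolution of 0.3 (0.84), and it was not among the calls adjusted over the list alone. Its value moved with the library, at 1.37 without replicate 1 and 0.62 without replicate 2. Of the 4 partners of STK11, 0 were higher and 2 lower (the same numbers adjusted over the list alone), with 1 lower without the 20 most abundant genes, and 3 higher and 1 lower without TMM. Cab39l was lower by a log2 fold change of -3.49 under TMM and -1.83 without it. Cab39 was lower at -0.43 under TMM and higher at 1.24 without it, so its direction rests on the scaling, and it was not past the threshold with DESeq2 (-0.36), without the filter on low counts (-0.41), without the 20 most abundant genes (-0.12) or thinned (-0.70). Of the 28 genes that the paper names for other experiments, 22 were tested, and 6 were higher and 5 lower (the same numbers adjusted over the list alone), against 10 and 4 without the 20 most abundant genes and 18 and 1 without TMM.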
